# Expression of the Phosphatase Ppef2 Controls Survival and Function of CD8^+^ Dendritic Cells

**DOI:** 10.3389/fimmu.2019.00222

**Published:** 2019-02-12

**Authors:** Markus Zwick, Thomas Ulas, Yi-Li Cho, Christine Ried, Leonie Grosse, Charlotte Simon, Caroline Bernhard, Dirk H. Busch, Joachim L. Schultze, Veit R. Buchholz, Susanne Stutte, Thomas Brocker

**Keywords:** apoptosis, CD8 T cell priming, cross-presentation, dendritic cells, immune homeostasis, DC-maturation

## Abstract

Apoptotic cell death of Dendritic cells (DCs) is critical for immune homeostasis. Although intrinsic mechanisms controlling DC death have not been fully characterized up to now, experimentally enforced inhibition of DC-death causes various autoimmune diseases in model systems. We have generated mice deficient for *Protein Phosphatase with EF-Hands 2* (Ppef2), which is selectively expressed in CD8^+^ DCs, but not in other related DC subtypes such as tissue CD103^+^ DCs. Ppef2 is down-regulated rapidly upon maturation of DCs by toll-like receptor stimuli, but not upon triggering of CD40. Ppef2-deficient CD8^+^ DCs accumulate the pro-apoptotic *Bcl-2-like protein 11* (Bim) and show increased apoptosis and reduced competitve repopulation capacities. Furthermore, *Ppef2*^−/−^ CD8^+^ DCs have strongly diminished antigen presentation capacities *in vivo*, as CD8^+^ T cells primed by *Ppef2*^−/−^ CD8^+^ DCs undergo reduced expansion. In conclusion, our data suggests that Ppef2 is crucial to support survival of immature CD8^+^ DCs, while Ppef2 down-regulation during DC-maturation limits T cell responses.

## Introduction

DCs are major antigen-presenting cells (APC) located in tissues and lymphoid organs, where they integrate environmental signals to initiate either immunity or tolerance. They express receptors for pathogen associated molecular patterns allowing early recognition of microbial intruders. By conveying this information to T lymphocytes, DCs are linking innate and adaptive immunity.

Classical DCs (cDC) develop from committed DC precursors (pre-DC) in the bone marrow (BM), which seed tissues and develop into different DC subsets (1, 2). As suggested recently, DCs can be grouped into cDC1 and cDC2 subsets, according to their developmental origin, functional properties and location (3). According to this nomenclature cDC1 express markers such as CD8 and CD103, while cDC2 express CD4 and CD11b. cDC1 are superior to present antigen via MHCI to CD8^+^ T cells (4–6), while cDC2 are better equipped to present antigen via MHCII to CD4 T cells (4). In addition, cDC1 are able to efficiently load exogenous antigen onto MHCI for cross-presentation to CD8^+^ T cells (7). More recently it was shown that cDC1 have the specific and non-redundant role to optimize CD8^+^ T cell responses during a later step in T cell priming (8). Several mutant mice have been generated to study the functions of cDC1 or cDC2 *in vivo* (2, 9). However, mice with mutations that discriminate cDC1 in different locations, such as splenic CD8^+^ cDC1 or intestinal CD103^+^ cDC1, but not both do not yet exist.

The maintenance of DC populations relies on constant replenishment by blood-borne precursors (10, 11) and *in situ* cell division with 5% of lymphoid organ resident DCs undergoing cell division at any given time (12). The importance of tightly controlled DC-numbers becomes obvious when the system is disturbed artificially. Inhibition of DC apoptosis by interfering either with caspases (13), pro-apoptotic Bim (14) or cell-death inducing Fas (15) *in vivo* caused DC-accumulation and autoimmunity. Similarly, artificial prolongation of DC-lifespans by Akt mutants (16) or overexpression of anti-apoptotic Bcl-2 (17) enhanced immunogenicity of DCs. However, mechanisms naturally regulating the DC lifespan are less well-described. DC-activation by lipopolysaccharide (LPS) induces apoptosis by CD14-mediated NFAT activation (18) and down-regulation of Bcl-2 (19). Also killing of DCs by primed cytotoxic T cells (CTL) has been described (20), a mechanism which was observed for both, CD103^+^ and CD11b^+^ DC (21). Ligands of the tumor necrosis factor superfamily bind to CD40 (22) or TRANCE (23) on DCs to prolong their survival (24). However, to the best of our knowledge other intrinsic DC life-cycle regulatory mechanisms are not known.

Previously, we characterized the promoter regions of CD11c and DC-STAMP, two DC-specific markers, and identified an evolutionary conserved promoter framework, which also controls expression of Ppef2 (25). Ppef2 is a poorly characterized phosphatase with three EF-hands typical for calcium-binding proteins and an IQ motif (26). In mice, Ppef2 is strongly expressed in the retina, but Ppef2 deficiency did not cause retinal degeneration (27), while Ppef2-orthologs prevent retinal degeneration in *Drosophila* (28). Besides the Ca^2+^- binding of Ppef2 (rdgC) in *C. elegans* (29) or the Calmodulin-binding of Ppef2 in human cells (30), it has been speculated that Ppef2 would be involved in stress-protective responses and could possibly positively regulate cell survival, growth, proliferation and oncogenesis as a “survival-phosphatase” (31, 32).

Here, we show that in the hematopoietic system of mice Ppef2 expression is confined to CD8^+^ DCs, but not tissue resident CD103^+^ DCs or other cells. Ppef2 is down-regulated rapidly after DC-activation with toll-like receptor (TLR) ligands, while DC-activation via CD40 did not alter Ppef2-levels. We generated Ppef2-deficient mice and show that splenic CD8^+^ cDC1 display increased apoptosis *in vitro* and *in vivo*. As a consequence, the *Ppef2*^−/−^ DCs displayed strongly reduced cross-presenting capacities *in vivo*. Our data identify Ppef2 as a molecular regulator for survival and function of CD8^+^ cDC1.

## Materials and Methods

### Mouse Strains

Alleles targeting Ppef2 were produced for the EUCOMM and EUCOMMTools projects by the Wellcome Trust Sanger Institute. JM8A3.N1 embryonic stem cells targeting the Ppef2 locus were purchased at EUCOMM and microinjection in C57BL/6 oocytes was performed by the Transgenic Core Facility at the Max-Planck-Institute for Molecular Cell Biology and Genetics in Dresden, Germany. Chimerism was determined by coat color, verified by genotyping and chimeric mice were further crossed with C57BL/6 mice. Mice were analyzed in sex and age-matched groups with 8–13 weeks of age. Animal experiment permission was granted by animal ethics committee Regierung von Oberbayern, Munich, Germany. *Ppef2*^−/−^, Ppef2^+/+^, and OT-I mice were bred and maintained at the animal facility of the Institute for Immunology, Ludwig-Maximilians-Universitaet München. H2-K^bm1^ mice were bred and kept in the Institut für Medizinische Mikrobiologie, Immunologie und Hygiene at the TU Munich.

### *In vitro* Cell Cultures

For GM-CSF BMDC cultures 10^7^ cells were plated in 10 ml of GM-CSF containing medium (20 ng/ml GM-CSF). At day 3 of the culture, cells were harvested with Trypsin and again plated at a density of 5 × 10^6^ cells in GM-CSF medium. For analysis, cells were harvested at day 8 of the culture with cold PBS. For Flt3L cultures bone marrow cells (1.5 × 10^6^/ml) were cultured Flt3L medium (200 ng/ml Flt3L; 500 ml RPMI1640, 10% FCS, 0.5 μM 2-mercaptoethanol,100 U/ml Penicillin, 100 μg/ml streptomycin, 0.1 mM nonessential aminoacids, 1% Glutamax, 1 mM Sodium Pyruvat) and harvested at day 8 for analysis. Mature BMDCs were obtained by stimulating overnight with 2 μg/ml lipopolysaccharide (LPS, Sigma-Aldrich), 1 μg/ml Flagellin, 2.5 μg/ml Poly I:C, 1 μg/ml Pam3CSK4, 2.5 μg/ml CLO97, or 100 μg/ml anti-CD40, respectively.

### Bone Marrow Chimeras

To generate bone marrow-chimeras recipient mice were irradiated with two split doses of 550 rad using a Cesium source (Gammacell 40, AECl,Mississauga, Canada). Irradiated animals were reconstituted with 5 × 10^6^ BM cells, 1:1 mixed from CD45.1^+^ and CD45.2^+^ BM. To prevent infection, animals received 1.2 g/l neomycin in water *ad libitum* for 4 weeks. Animals were analyzed 8–10 weeks after reconstitution.

### Flow Cytometry Analysis

Where possible, 2 × 10^6^ cells were used for every staining with titered antibodies in PBS containing 2% FCS and 0.01% NaN3 (fluorescence-activated cell sorting (FACS) buffer) and staining was carried out for 20 min at 4°C in the dark. Cells were washed once and used for direct acquisition on BD FACSCanto II. Dead cells were excluded using Aqua LIVE/DEAD Fixable Aqua DeadCell Stain Kit (Invitrogen, TermoFischer, Cat: L34957) or Zombie Aqua Fixable Viability Kit (BioLegend, Cat: 423102).

For the staining of cleaved caspase-3 cells were washed once and then resuspended in 200 μl 4% PFA for 15 min at room temperature in the dark. After washing twice with 1x fixation/permeabilisation buffer (BD) cells were blocked for 10 min with an anti CD16/32 antibody (Fc block, clone 2.4G2, BD) and 0.1% goat serum at 4°C. After 10 min of blocking, 100 μl anti cleaved caspase-3 antibody (clone D3E9, Cell Signaling) was added and cells were incubated for 30 min at 4°C. Unbound antibody was washed away and cells were incubated with 100 μl fluorochrome conjugated secondary antibody (goat anti-rabbit, Life Technologies) at 4°C for 30 min. Afterwards, cells were washed once and acquired at the FACS.

### Single-Cell Preparation

Single-cell suspensions of spleens, lymph nodes and thymi were prepared by digesting with DNAse I (0.2 mg/ml) and Liberase (0.65 Wuensch units/ml, both Roche) for 30 min at 37°C. Tissues were passed through a 100 μm cell strainer, washed once with cold PBS and red blood cells were lysed. A single-cell suspension of lung cells was performed like for the spleen, lymph nodes and thymi after flushing out the blood of the lung by disruption of the aorta followed by injection of cold PBS in the right ventricle. For analysis of dermal and epidermal cells ears were removed. The dorsal and ventral layers were separated with fine forceps and incubated dermal face down in 2 U/ml of Dispase II (Roche) in HBSS in 24 well-plate for 90 min at 37°C. Skin sheets were separated into dermis and epidermis with fine forceps in cold PBS. Epidermal sheets were further incubated for 2 h at 37°C in HBSS with 157 U/ml of collagenase IV (157 Wuensch units per ml, Worthington) and 10% FCS in 24 well-plate. Dermal sheets were digested for 2 h at 37°C in a solution containing 0.5 mg/ml of DNase I, 2.7 mg/ml of Collagenase XI, 27 μg/ml of Hylaronase VI and 10 mM of Hepes in RPMI. The suspensions were passed through a cell strainer, washed and counted. Isolation of liver cells was carried out by mashing the organ through a 100 μm mesh in PBS. Afterwards, mononuclear cells were enriched applying a gradient using Lymphoprep (STEMCELL Technologies). Hepatocytes and other cells were cleared out and positively enriched cell fraction was further used. To analyze cells from the lamina propria, colon was taken from a mouse, fecal content removed, the colon opened longitudinally and cut into ca. 5 mm big pieces. The pieces were then incubated with Hank's balanced salt solution (HBSS)-EDTA for 10 min on a shaker at 37°C, the supernatant containing epithelial cells was discarded and gut parts were washed twice with ice cold PBS. Afterwards the colon was digested once for 30 min and then twice for 20 min with a mixture of Collagenase IV (157 Wuensch units per ml, Worthington), DNAse I (0.2 mg/ml dissolved in PBS) and Liberase [0.65 Wuensch units per ml, both Roche, dissolved in Hank's Balanced Salt Solution with fetal calf serum (FCS)], the supernatant was collected after each digestion and the cells were washed once with PBS. Cells from all three digestions were combined and immune cells enriched using gradient centrifugation. For this, cells were resuspended in 40% Percoll and this solution was overlayed onto 80% Percoll solution. Centrifugation was carried out for 20 min at 1,800 r.p.m. and 4°C without break. Cells at the interphase were collected, washed once and used for further analysis.

### Transcriptional Analysis

Total RNA from sorted cells was isolated using TRIZOL and cDNA was generated using QuantiTect Reverse Transcription Kit (QIAGEN, Cat No: 205311). TaqMan PCR was performed using the Universal Probe Library Set mouse (Roche) according to manufacturer's instructions. Gene expression was normalized to HPRT expression. The following Primers were used: HPRT forward 5′-TCCTCCTCAGACCGCTTTT-3′, reverse 5′- CCTGGTTCATCATCGCTAATC-3′, probe #95; Ppef2 exon 2-3 forward 5′- AGGAGGCGATGTACCTGGA-3′, reverse 5′- CAAGGTAGCTGAAGAATTCATGG-3′, probe #56; Ppef2 exon 4-5 forward 5′-CTTCCTGACCATGCCACTG-3′, reverse 5′-TATCGAGCATGGAGCTGTTG-3′, probe #31; Ppef2 exon 11-12 forward 5′-TTCTGTCACAACCGCAAGG-3′, reverse 5′-TCTGTTGCTGCCAACTTCAT-3′, probe #16; Trim2 forward 5′-TTTCCATAATCACTCTGTCAAGGT-3′, reverse 5′-CCATTGGAGCCAAACTTCA-3′, probe #12; Dll4 forward 5′-AGGTGCCACTTCGGTTACAC-3′, reverse 5′-GGGAGAGCAAATGGCTGATA-3′, probe #106. When not stated otherwise primers used for the qPCR of Ppef2 included the primers ranging from exon 11–12. Methods for analyzing qPCR data including the ΔΔCt method for relative expression, as well as the 2-ΔCt method.

### Generation of cDNA Libraries

Total RNA was converted into libraries of double stranded cDNA molecules as a template for high throughput sequencing following the manufacturer's recommendations using the Illumina TruSeq RNA Sample Preparation Kit v2. Shortly, mRNA was purified from 100 ng of total RNA using poly-T oligo-attached magnetic25 beads. Fragmentation was carried out using divalent cations under elevated temperature in Illumina proprietary fragmentation buffer. First strand cDNA was synthesized using random oligonucleotides and SuperScript II (Invitrogen). Second strand cDNA synthesis was subsequently performed using DNA Polymerase I and RNase H. Remaining overhangs were converted into blunt ends via exonuclease/polymerase activities and enzymes were removed. After adenylation of 3′ ends of DNA fragments, Illumina indexed PE adapter oligonucleotides were ligated. DNA fragments with ligated adapter molecules were selectively enriched using Illumina PCR primer PE1.0 and PE2.0 in a 15 cycle PCR reaction. Size-selection and purification of cDNA fragments with preferentially 200–300 bp in length was performed using SPRIBeads (Beckman-Coulter). The size-distribution of cDNA libraries was measured using the high sensitivity D1000 assay on a 2,200 TapeStation instrument (Agilent). cDNA libraries were quantified using KAPA Library Quantification Kits (KapaBiosystems). After cluster generation on a cBot, a 50 bp single-end run was performed on an Illumina HiSeq1500.

### mRNA-Sequencing

After base calling and de-multiplexing using CASAVA version 1.8 the 50 bp single-end reads were aligned to the murine reference genome mm10 from UCSC by HISAT version 0.1.7-beta using the default parameters. After mapping of the reads to the genome, we imported the data into Partek Genomics Suite V6.6 (PGS) to quantify the number of reads mapped to each gene annotated in the RefSeq mm10 annotation downloaded in May 2015 resulting in 16,928 transcripts. These raw read counts were used as input to DESeq2 for calculation of normalized signal for each transcript using the default parameters. After DESeq2 normalization the normalized read counts were imported back into PGS and floored by setting all read counts to at least a read count of 1. Subsequent to flooring, all transcripts having a maximum over all groups means lower than 10 were removed. After dismissing the low expressed transcripts the data comprised of 10.722 transcripts. RNA-Seq data can be accessed in Gene Expression Omnibus under GSE (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE98235).

In order to show whether the loss of Ppef2can be verified on the transcript level, read counts were visualized by IGV mapping the aligned reads against the mouse genome (mm10).

A one-way ANalysis Of VAriance (ANOVA) model was performed to calculate the differentially expressed genes (transcripts) between Ppef2^+/+^ and *Ppef2*^−/−^ cells using PGS. Differentially expressed genes were defined by a fold change (FC) > 2 or < −2 and a *p*-value < 0.01 resulting in 8 up-regulated and 13 down-regulated genes comparing *Ppef2*^−/−^ with Ppef2^+/+^. Visualization by volcano plot was performed using Prism v5.0c.

### Antibodies

Antibodies with the following specificities were used: CD3 (145-2C11, biotin, #553060), CD4 (H129.19, FITC,#553650; RM4-5, PerCP, #553052); CD16/32 (2.4G2, unlabeled, #553142); CD19 (1D3, APC, #550992; PE, #553786; Pe-Cy7, #552854; Biotin, #553784); CD43 (S7, Biotin, #553269), CD45 (30-F11, PerCP, BD, #557235), CD45R (RA3-6B2, PE, #553090), CD90.1 (OX-7, PerCP, #557266), CD103 (M290, PE, #557495), CD161 (PK136, PE, #553165; APC, #550627), CD172a (P84, APC, #560106), Gr1 (RB6-8C5, PE, #553128), Ly6C (AL-21, FITC,#553104; PE, #560592), Ly6G (1A8, APC, #560599), Vb5 (MR9-4, FITC, #553189) from Becton Dickinson. CD8 (53-6.7, Brilliant Violet, #100738), CD11c (N418, PeCy7, #117318), CD45 (30-F11, Brilliant Violet #103133), CD45R (#103240; RA3-6B2, PerCP); CD64 (X54-5/7.1, APC, #139305), CD86 (GL-1, PerCP, #105026), Dll4 (HMD4-1, PE, #130802), ESAM (1G8, PE, #12-5852-82), MHCII (M5/114.15.2, FITC, #107606; PerCP, #107624); SiglecH (551, APC, #129608) from BioLegend. CD3 (145-2C11, FITC, #11-0031-82; PE, #12-0031-82;); CD4 (GK1.5, PeCy7, #25-0041-81); CD8 (53-6.7, APC-Cy7, #47-0081-82; PeCy7, #25-0081-82), CD11b (M1/70, APC-Cy7, #47-0112-82), CD11c (N418, APC, #17-0114-82), CD45 (30-F11, PE, #12-0451-82), CD45.1 (A20, PE, #12-0453-83), CD45R (RA3-6B2, Brilliant Violet, #103240), CD90.1 (HIS51, APC, #17-0900-82), CD115 (AFS98, APC, #17-1152-82; AFS98, PeCy7, #25-1152-82), F4/80 (BM8, Pe-Cy7, #25-4801-82; PE, #12-4801-82), MHCII (M5/114.15.2, APC, #17-5321-82), SiglecH (eBio440c, PE, #12-0333-82; 551, PerCP, #129614), Va2 (B20.1, PE, #12-5812-82) from eBioscience. Cleaved caspase-3 (D3E9, unlabeled, #9579S) from Cell Signaling; goat anti-rabbit (PE, #P2771MP) from Life Technologies; Langerin (929F3.01, FITC, #DDX0362A488) from Dendritics.

### Measurement of β-Galactosidase (lacZ) Expression and Activity

Measurement of the expression and activity of the bacterial β-galactosidase gene (lacZ) was carried out using the FluoReporter lacZ Flow Cytometry Kit (Thermo Fisher Scientific Inc.) according to the manufacturers protocol. Therefore, the activity of the enzyme was measured by adding substrate [fluorescein di-V-galactoside (FDG)] for 2 min at 37°C and stopping of the reaction by addition of cold staining medium. Followed by normal surface antibody staining, samples were analyzed using a FACSCanto II.

### Cell Sorting

Cell sorting was either performed by staining the samples with fluorescently labeled antibodies and FACS-sorting the cells at a FACSAria or FACSFusion, or by staining the samples with magnetically labeled antibodies with MACS columns.

### T Cell Priming Assays

0.5 × 10^6^ purified OT-I cells were transferred intravenously into congenic mismatched Ppef2^+/+^ and *Ppef2*^−/−^ mice that received 100 μg grade IV OVA protein 1 day later i.v. *In vivo* T cell proliferation was analyzed 3 days after OVA injection staining for CD8 and CD90.1 or CD45.1, respectively. For immunization with anti-CD40 mAb, 100 μg FGK4.5 (BioXCell, West Lebanon, USA) were co-injected together with 30 μg OVA i.v.

For DC vaccinations, DCs were isolated from spleens of Ppef2^+/+^ and *Ppef2*^−/−^ mice as previously described (33, 34) CD11c^+^ GFP^high^ splenocytes were sorted on a MoFlo™ XDP cell sorter, using fluorochrome-labeled antibodies specific for CD3 (500A2), CD19 (1D3), CD11c (N418), and propidium iodide (PI, Invitrogen) for live-dead discrimination. Sorted DCs were then pulsed with 1 μg/ml OVA257 (SIINFEKL) peptide for 60 min (37°C) and washed three times with an excess volume of PBS. 1.5 × 10^5^ OVA257 pulsed DCs were injected i.v. and transferred into H-2K^bm1^ recipient mice intravenously. 24 h later 10^5^ H-2K^bm1+/+^ CD45.1^+^ naive CD8^+^CD44^lo^ OT-I cells were transferred and T cell expansion was measured 3 days later.

### RNA-Isolation

Spleen CD11c^+^MHCII^+^CD8^+^CD11b^−^ DCs were sorted on a FACSAria five independent times with three pooled Ppef2^+/+^ or *Ppef2*^−/−^ mice per sort. For RNA isolation 5 × 10^5^-6 × 10^6^ cells per sample were harvested, subsequently lysed in TRIzol (Invitrogen), and total RNA was extracted with the miRNeasy kit (Qiagen) according to the manufacturers protocol. The quality of the RNA was assessed by measuring the ratio of absorbance at 260 nm and 280 nm using a Nanodrop 2000 Spectrometer (Thermo Scientific) as well as by visualization of the integrity of the 28 and 18 S bands via a RNA analysis ScreenTape assay on a 2200 TapeStation instrument (Agilent).

### Western Blot Analysis

Proteins were separated by SDS-PAGE (15%). Cell lysates were quantified using the Quant-iT Protein Assay kit (Molecular Probes). Equal amounts of protein were loaded onto 15% SDS gels, and GAPDH (clone 14C10, Cell signaling) was used as a loading control. After transferring to a nitrocellulose membrane, proteins were incubated with primary antibodies against Bim (clone C43C5, Cell Signaling) or GAPDH, washed, and incubated with secondary HRP-labeled antibodies (Jackson Immuno-Research Laboratories). Then, membranes were visualized using luminescent substrate ECL (GE Healthcare). Western blot bands were quantified using ImageJ software (National Institutes of Health).

### Statistics

For absolute cell numbers the percentage of living cells of a given subset was multiplied by the number of living cells as determined by CASY Counter. If not mentioned otherwise, significance was determined using the Student's *t*-test and defined as follows: ^*^P < 0.05, ^**^P < 0.01 and ^***^P < 0.001. Bar graphs show mean ± s.e.m. for the group sizes as indicated in the figure legends.

## Results

### Ppef2 Expression Is Restricted to CD8^+^ cDC1

To analyse Ppef2-expression and regulation in greater detail, we purified lymphocyte populations from the spleen and blood of mice for gene expression analyses. Ppef2-expression was restricted nearly exclusively to MHCII^+^CD11c^+^CD8^+^ cDC1 in the spleen (Figure 1A), confirming earlier results (25). Other cells such as MHCII^+^CD11c^+^CD11b^+^ Esam^lo^ DCs (35); Supplementary Figure 1A), B cells and various distinct blood monocyte populations expressed only very low levels of Ppef2 mRNA (Figure 1A). Ppef2-expression was not detectable in pDCs, CD4^+^ T cells and CD8^+^ T cells (Figure 1A). Taken together, our analyses confirmed a highly specific expression of Ppef2 in CD8^+^ cDC1 as suggested by *Immgen* expression data collection (36) and our own previous findings (25). Also GMCSF-cultured BMDCs expressed Ppef2 (Figure 1B). Here, CD11c^+^ DCs of different activation stages as characterized by CD86 and MHCII surface expression, showed an inverted relation between Ppef2-mRNA expression and DC-activation (Figure 1B). In these cultures, MHCII^lo^CD86^lo^ immature DCs expressed the highest amount, while MHCII^int^CD86^lo^ semi-mature DCs expressed lower levels and most mature MHCII^hi^CD86^hi^ DCs expressed lowest levels of Ppef2 mRNA (Figure 1B). This Ppef2-expression pattern in spontaneously activated cultured BMDCs suggested that Ppef2 is down-regulated with increasing DC activation. Also, GM-CSF- or Flt3L-cultured BMDCs, as well as CD8^+^ cDC1 from spleens, stimulated with various toll-like receptor (TLR) ligands, such as LPS (TLR4), flagellin (TLR5), Poly(I:C) (TLR3), Pam3CSK4 (TLR1/2) or CLO97(TLR7/8), all downregulated Ppef2 mRNA (Figure 1C). In marked contrast, BMDC-activation by crosslinking of surface CD40 with anti-CD40 mAb alone (Figure 1C) did not cause down-regulation of Ppef2-expression (Figure 1C). Addition of LPS to anti-CD40 stimulated BMDCs caused down-regulation of Ppef2-mRNA, indicating a dominant effect of TLR- over CD40-signaling (Figure 1C). Taken together, our data indicates that CD8^+^ cDC1 selectively express Ppef2 mRNA, which is down-regulated rapidly upon DC-activation by TLR-signaling, but not by CD40-crosslinking.

**Figure 1:**
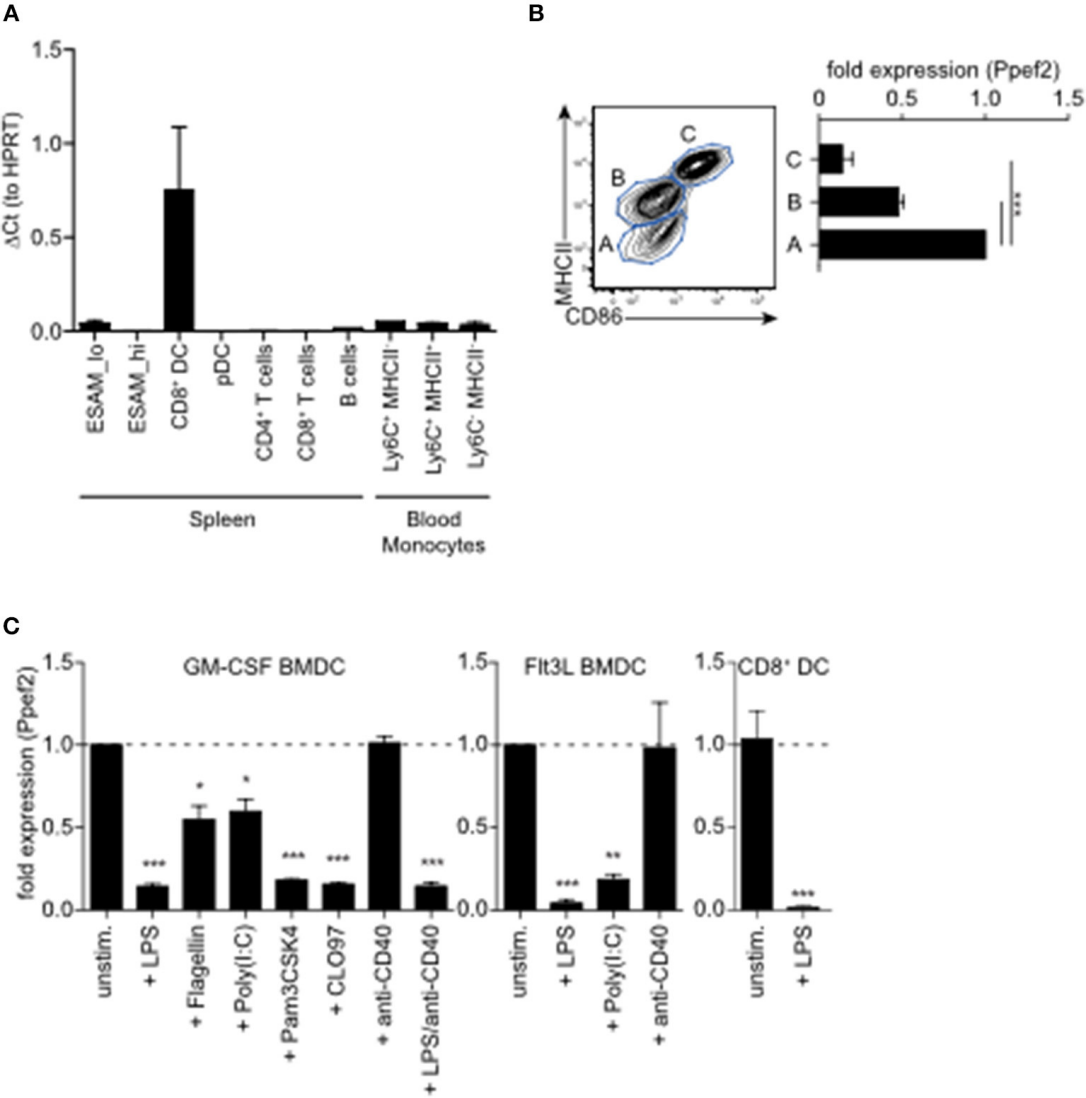
Ppef2 is predominantly expressed by CD8^+^ cDC1. **(A)** Gene expression profiling of spleen and blood cells after sorting. Shown is the quantitative real-time PCR result for Ppef2 of three independent sort experiments (*n* = 3 pooled mice per sort) ± SEM analyzed by the ΔCt method with HPRT as housekeeping gene. Cells were identified and sorted as ESAM^hi^ (CD11c^+^MHCII^+^CD11b^+^ESAM^hi^); ESAM^lo^ (CD11c^+^MHCII^+^CD11b^+^ESAM^lo^); CD8^+^DC (CD11c^+^MHCII^+^CD11b^−^CD8^+^); pDC (CD11b^−^SiglecH^+^); CD4^+^ T cells (CD3^+^CD4^+^); CD8^+^ T cells (CD3^+^CD8^+^); B cells (CD19^+^B220^+^); blood monocytes NK1.1^−^B200^−^CD115^+^CD11b^+^Ly6G^−^ cells with differential Ly6C and MHCII expression as indicated. Gating strategies are shown in Supplemental Figure 1B. **(B)** Ppef2 expression in GM-CSF cultured BMDCs of C57BL/6 mice after cell sorting on day 7 of culture based on the expression of CD11c, MHCII, and CD86. Error bars represent SEM of 3 independent experiments. **(C)** Ppef2 expression 16h after *in vitro* stimulation with the indicated TLR-ligands of GM-CSF- or Flt3L-cultured BMDCs of C57BL/6 mice, as well as spleen CD8^+^ DCs 16h after intravenous injection of 10 μg LPS as determined by qPCR. Bar graphs with SEM represent pooled data from independently performed cell cultures [GM-CSF BMDCs: unstim., LPS (*n* = 5); Flagellin, Poly(I:C), Pam3CSK4, CLO97, (*n* = 4); anti-CD40, LPS+anti-CD40 (*n* = 3); Flt3L BMDCs (*n* = 3); sorted CD8^+^ DCs (*n* = 4)]. Statistical analysis was performed using Student's *t*-test, with ^*^p < 0.05; ^**^p < 0.01; ^***^p < 0.001.

### Generation of Ppef2-Deficient Mice

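Ppef2 (protein phosphatase, EF-hand calcium binding domain 2) lies on the minus strand of chromosome 5 of GRCm38, the assembly that UCSC calls mm10, from 92226679 to 92256278 in the GENCODE M21 annotation. Its transcript Ppef2-201 has 16 exons, all of them coding, and the exon numbers of the qPCR primers match the exon order of this transcript. A longer transcript, Ppef2-202, has 17 exons because it starts with an untranslated exon, so that every exon number is higher by 1 there. Exon 4 of Ppef2-201 covers 176 bp from 92249098 to 92249273 and exon 5 covers 115 bp from 92247758 to 92247872. The length of exon 5 is not a multiple of 3, and a transcript that joins exon 4 to exon 6 changes its reading frame. The primer pair named for exons 2 and 3 (AGGAGGCGATGTACCTGGA and CAAGGTAGCTGAAGAATTCATGG) matches Ppef2-201 at positions 118 to 136 and 186 to 208, upstream of exon 4. The reverse primer of the pair named for exons 4 and 5 (TATCGAGCATGGAGCTGTTG) crosses the junction of both exons, at positions 415 to 434. The forward primer of the pair named for exons 11 and 12 (TTCTGTCACAACCGCAAGG) crosses that junction at positions 1501 to 1519. Each of these primers matched either transcript at 1 place.

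**Figure D1:**
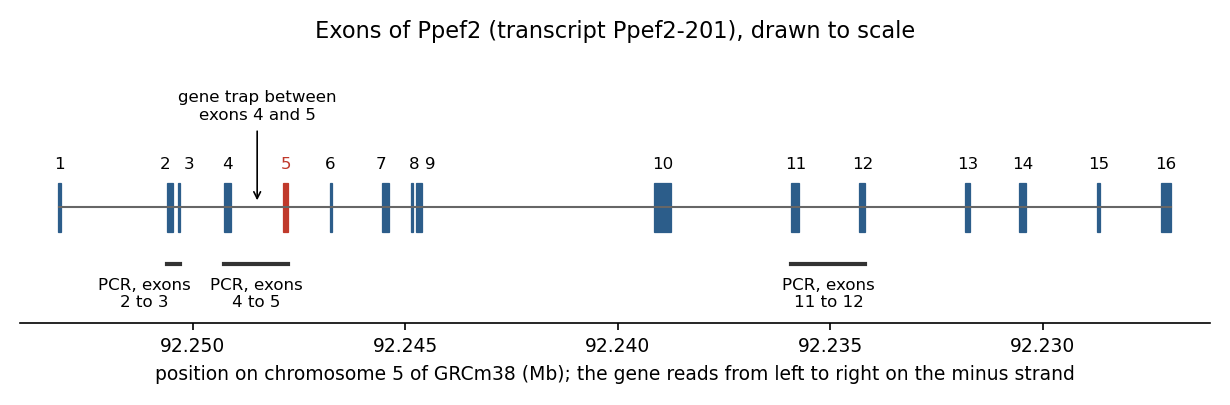
Exons of Ppef2-201 along chromosome 5 of GRCm38 in Mb, drawn to scale and in the direction of transcription, with exon 5 in red. The bars below span the exons that each qPCR primer pair covers and the arrow marks the intron between exons 4 and 5, where Figure 2A places the gene trap.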

To explore the role of Ppef2 *in vivo*, we next generated Ppef2-deficient (*Ppef2*^−/−^) mice using the knock-out first strategy (37) by introducing a gene-trap between exons 4 and 5 as well as flanking loxP-sites of exon 5 (Figure 2A). 

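For the mRNA-sequencing of splenic CD8+ cDC1, cells of 5 sorts per genotype were used, each from 3 pooled mice. The authors deposited normalized counts that add up all exons of a gene, so a position within Ppef2 is not resolved in them. From these values the number of reads of each library was calculated back, by finding what 1 read is worth in each library and which amount had been taken from both libraries of a sort. Ppef2 had 212, 145, 95, 136 and 228 reads in the Ppef2+/+ libraries of sorts 1 to 5. The Ppef2−/− libraries of the same sorts had 7, 8, 1, 0 and 2 reads. In total, 18 of 834 Ppef2 reads came from Ppef2−/− libraries (2.16%, 95% confidence interval 1.28 to 3.39% by the exact Clopper-Pearson method, which covers counting error only), although these libraries made up 61.0% of the sequencing depth. Whether the 18 reads lie upstream of the gene trap is not shown by counts per gene.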

DCs from *Ppef2*^−/−^ animals lacked Ppef-mRNA, as detected by quantitative PCR (Figure 2B) as well as the analysis of reads from mRNA-sequencing of CD8^+^ cDC1 (Figure 2C). Similar results were obtained from total splenocytes, where also no Ppef2-mRNA was detectable (data not shown). These analyses revealed complete lack of Ppef2-transcripts beyond exon 3, indicating successful knockdown of gene expression (Figures 2B,C). Due to lack of functioning Ppef2-specific antibodies, further direct studies of Ppef2-protein expression were not possible. However, the introduction of a gene trap/lacZ construct allowed indirect monitoring of expression and regulation of Ppef2 using ß-galactosidase (ß-Gal) as a surrogate. FACS-analysis of various cell types from spleen, lymph nodes and thymus confirmed the highly selective expression of Ppef2/ß-Gal in CD8^+^ DCs of spleen and lymph nodes as well as CD8^+^ cDC1 and CD11b^+^ cDC2 of thymus (Figures 2D,E). Other cells such as CD8^+^ T cells, LN CD103^+^ cDC1 and CD11b^+^ cDC2, spleen CD11b^+^ESAM^hi^ and CD11b^+^ESAM^lo^ cDC2, monocytes (Figures 2D,E), CD4^+^ T cells, B cells and neutrophils (data not shown), did not express Ppef2/ß-Gal *in vivo*. Furthermore, lineage^−^MHCII^−^CD11c^low^CD43^+^sirp-α^+^ DC-precursors (Supplementary Figure 1E) (38), which give rise to both, CD8^+^ and CD103^+^ cDC1 in lymphoid and non-lymphoid tissues (1), did not express Ppef2/ß-Gal (Figures 2D,E). Interestingly, while CD8^+^ cDC1 were Ppef2/ß-Gal-positive, CD103^+^ cDC1 in lung and intestinal lamina propria tissue, which develop from the same pre-DC were Ppef2/ß-Gal-negative (Figures 2D,E). This indicates that Ppef2/ß-Gal-expression is regulated after the pre-DC stage and might be sensitive to signals from tissue milieu or the environment. CD8^+^ cDC1 also showed strong down-regulation of Ppef2/ß-Gal upon stimulation with TLR4-ligand LPS *in vivo* (Figure 2F), confirming the shut-down of Ppef2 expression upon activation of DCs *in vivo*. These data demonstrate the successful knockout of Ppef2, its specific expression in the CD8^+^ cDC1 subset and Ppef2 down-regulation upon DC-activation.

**Figure 2:**
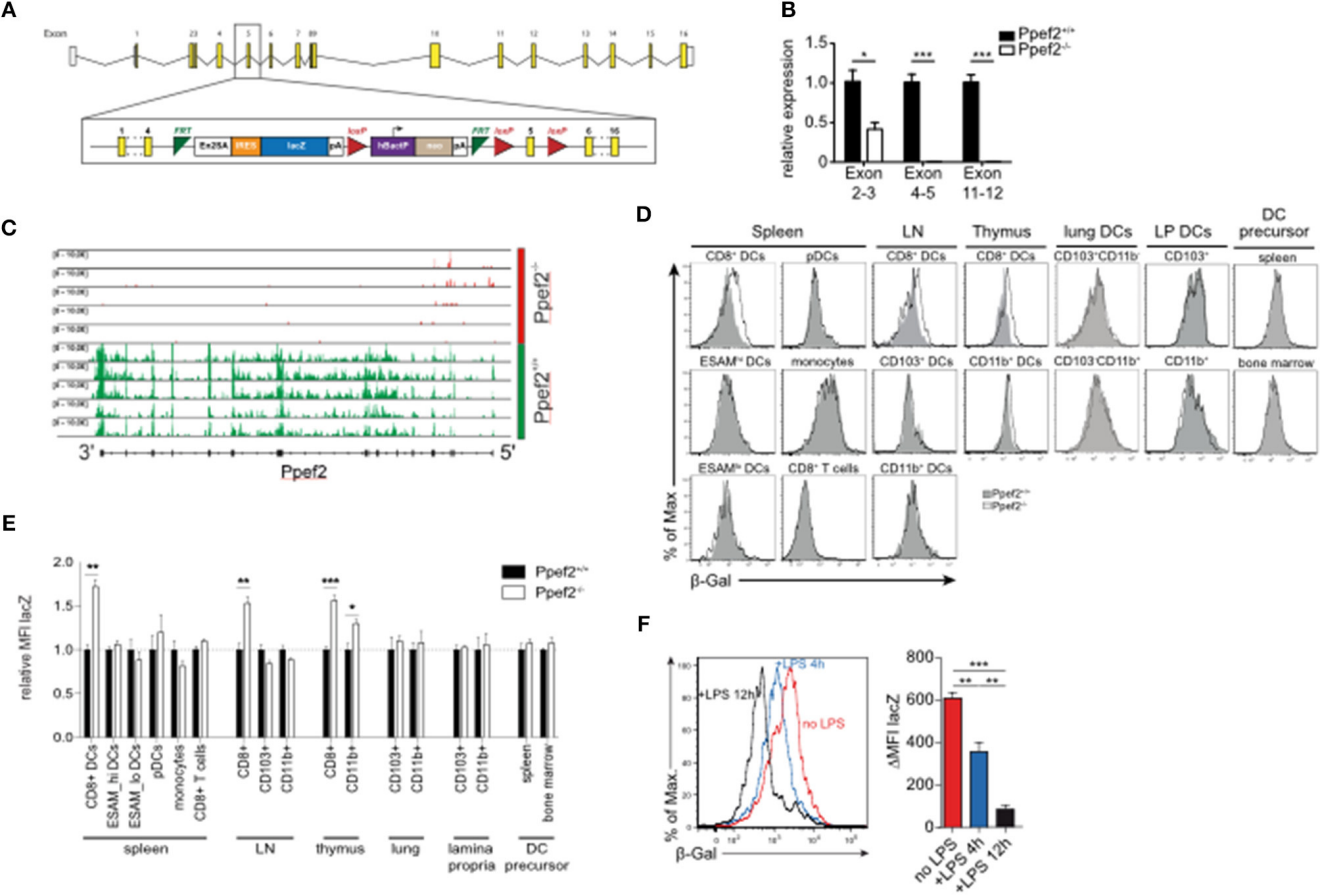
Ppef2-knockout strategy and LacZ-Reporter. **(A)** The Ppef2 locus with the knockout-first construct containing the gene trap between exon 4 and 5, as well as the floxed exon 5. **(B)** Ppef2 expression analysis of CD11c enriched splenocytes in Ppef2^+/+^ and *Ppef2*^−/−^ mice by quantitative real-time PCR. Three sets of intron-spanning primer pairs were used to amplify fragments from exons 2 to 3, 4 to 5, and 11 to 12. The ΔCt method was used to calculate the fold expression compared to Ppef2^+/+^ control samples. Data was normalized to HPRT (*n* = 3 mice). **(C)** Genomic distribution of reads across the Ppef2 gene locus in Ppef2^+/+^ and *Ppef2*^−/−^ CD8^+^ DCs. **(D)** Measurement of ß-Gal activity by flow cytometry in different cell types of the spleen, lymph node, thymus and bone marrow. Shown are representative FACS-plots of three experiments with similar outcome. **(E)** The mean fluorescence intensity (MFI) was calculated from one representative experiment out of two with identical outcome (*n* = 4). **(F)** Flow cytometric measurement of ß-Gal activity in splenic CD8^+^ DCs. Ppef2^lacZ/lacZ^ reporter mice (red, uninjected) were injected intravenously with LPS either 4 h (blue) or 12 h (black) before analysis. Shown are FACS-plots and statistics, where the ß-Gal signal of reporter mice was subtracted from the ß-Gal background signal of control mice (*n* = 18 mice). Statistical analyses were performed by using Student's *t*-test, with ^*^p < 0.05; ^**^p < 0.01; ^***^p < 0.001.

### Ppef2-Deficient Mice Have Normal Numbers of DCs

We next analyzed if lack of Ppef2 would have an impact on the composition of the DC-compartment or other cells *in viv*o. However, we could not detect differences as compared to Ppef2^+/+^ mice, when we analyzed frequencies and cell numbers of DC subsets in spleens, lymph nodes or thymi of *Ppef2*^−/−^ mice (Figure 3A). Also, analysis of DC subsets in the lung, intestinal lamina propria, liver and skin dermis could not reveal statistically significant differences of *Ppef2*^−/−^ DCs subsets *in vivo* (Supplementary Figure 2). Further analysis of other hematopoietic cell subsets (Supplementary Figure 3) with additional markers (Supplementary Table 1) or MHCII^−^CD11c^−^CD43^+^sirpa^+^ DC-precursors in bone marrow and spleen (Figure 3B) also showed no differences between *Ppef2*^−/−^ and wild-type controls. The spleen architecture of *Ppef2*^−/−^ animals and the positioning of DCs was normal as revealed by histological immunofluorescence analyses (Figure 3C). Taken together, lack of Ppef2 did neither alter the composition of DC subsets nor the haematopoietic compartment in general.

**Figure 3:**
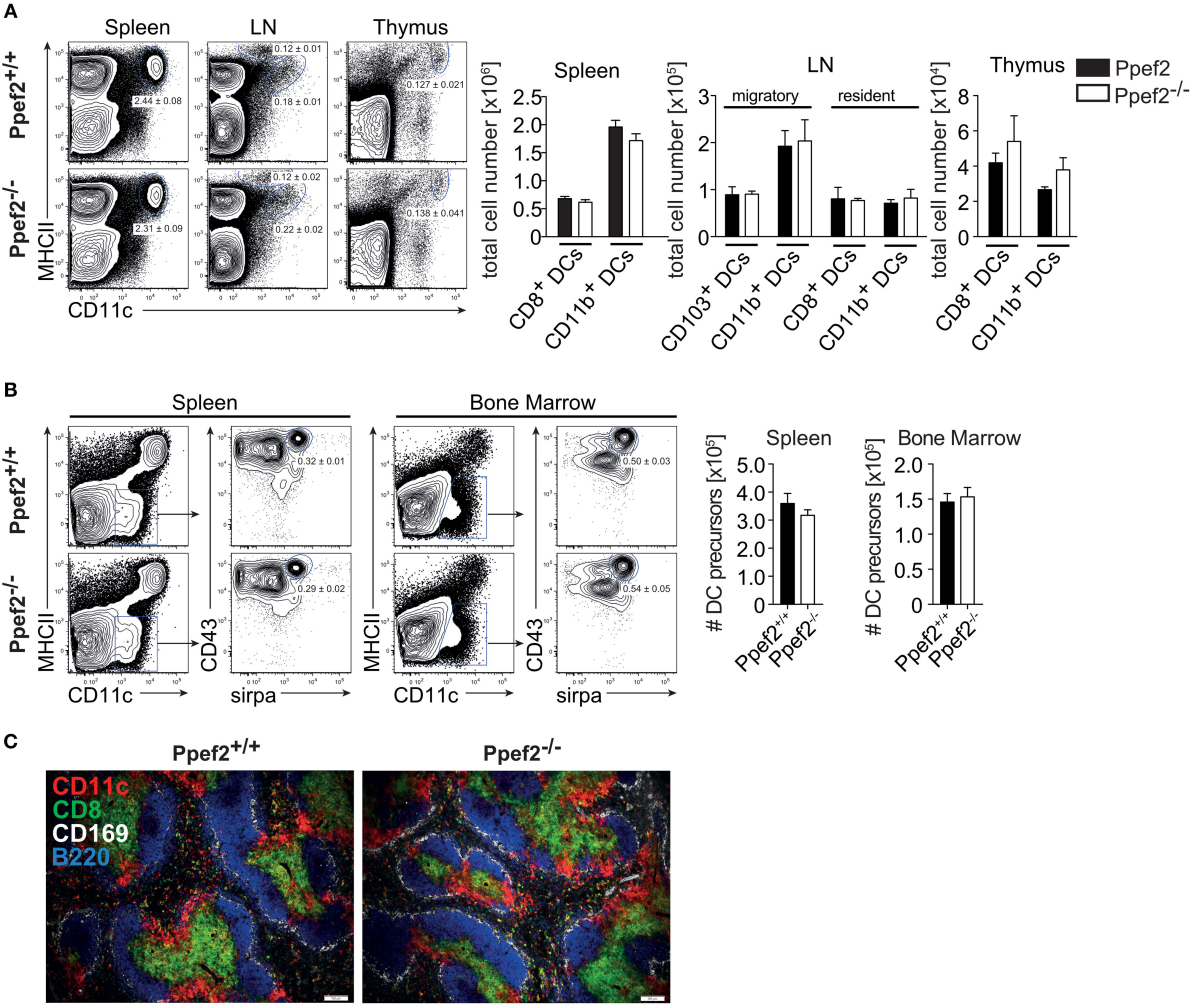
*Ppef2*^−/−^ -mice have normal frequencies of DCs and DC-precursors. **(A)** DCs of spleen, LN and thymus were stained with CD11c and MHCII. Shown are representative FACS plots with the average DC percentages ± SEM of pooled data (spleen, 8 experiments (*n* = 36); sLN, 4 experiments (*n* = 23); thymus, 2 experiments (*n* = 6) as well as the corresponding total cell numbers. **(B)** The frequency of DC precursors from spleen (*n* = 3) and bone marrow (*n* = 4). Shown is one representative experiment out of two with similar outcome. Statistical analysis of **(A, B)** was performed using Student's *t*-test and all *p*-values were above 0.05. **(C)** Acetone fixed spleen sections of Ppef2^+/+^ and *Ppef2*^−/−^ mice were stained with antibodies against CD11c (red), CD8 (green), CD169 (white), and B220 (blue). Scale bars represent 100 μm.

### Lack of Ppef2 Causes an Increased Rate of Apoptosis and Decreased Survival Rate in DCs

As Ppef2 has been linked functionally to cell survival and apoptosis in previous *in vitro* studies in human cells (32), we next tested if *Ppef2*^−/−^ DCs would show increased apoptosis. We analyzed CD11c^+^MHCII^+^ DCs from spleens for presence of cleaved caspase 3 and detected significantly more Casp3^+^CD11c^+^MHCII^+^ DCs in *Ppef2*^−/−^ mice as compared to wild type controls (Figures 4A,B). More detailed analysis showed that *Ppef2*^−/−^ CD8^+^ cDC1 contained the highest frequencies of Casp3^+^ apoptotic cells, but also CD11b^+^ cDC2 were affected to some extent (Figures 4A,B). In contrast, other lymphocytes from *Ppef2*^−/−^ mice such as B cells, T cells, macrophages or monocytes did not show any elevated levels of Casp3 (Figure 4B). Taken together, these findings suggest that the absence of Ppef2 leads to increased rates of apoptosis in CD8^+^ cDC1. We next wondered if this would influence their competitive behavior *in vivo*. To test this, we chose a competitive situation and generated radiation bone marrow chimeras, which were reconstituted with a mix of bone marrow derived from CD45.1^+^ Ppef2^+/+^ and CD45.1^−^ *Ppef2*^−/−^ mice at a 1:1 ratio. The analysis of these chimeras showed that CD45.1^−^ *Ppef2*^−/−^ CD8^+^ cDC1 were non-competitive as compared to Ppef2^+/+^ CD8^+^ cDC1 in the same animal, as reconstitution was significantly less efficient for *Ppef2*^−/−^ CD8^+^ cDC1 as compared to Ppef2^+/+^ CD8^+^ cDC1 (Figure 4C). This effect was specific for CD8^+^ cDC1, as *Ppef2*^−/−^ CD11b^+^ cDC2 and CD4+ T cells developed normally and generated frequencies comparable to those of Ppef2^+/+^ CD11b^+^ cDC2 (Figure 4C). Therefore, although under non-competitive conditions *Ppef2*^−/−^ DCs developed in normal numbers (Figure 3), they were outcompeted by Ppef2^+/+^ DCs during reconstitution upon lethal irradiation.

**Figure 4:**
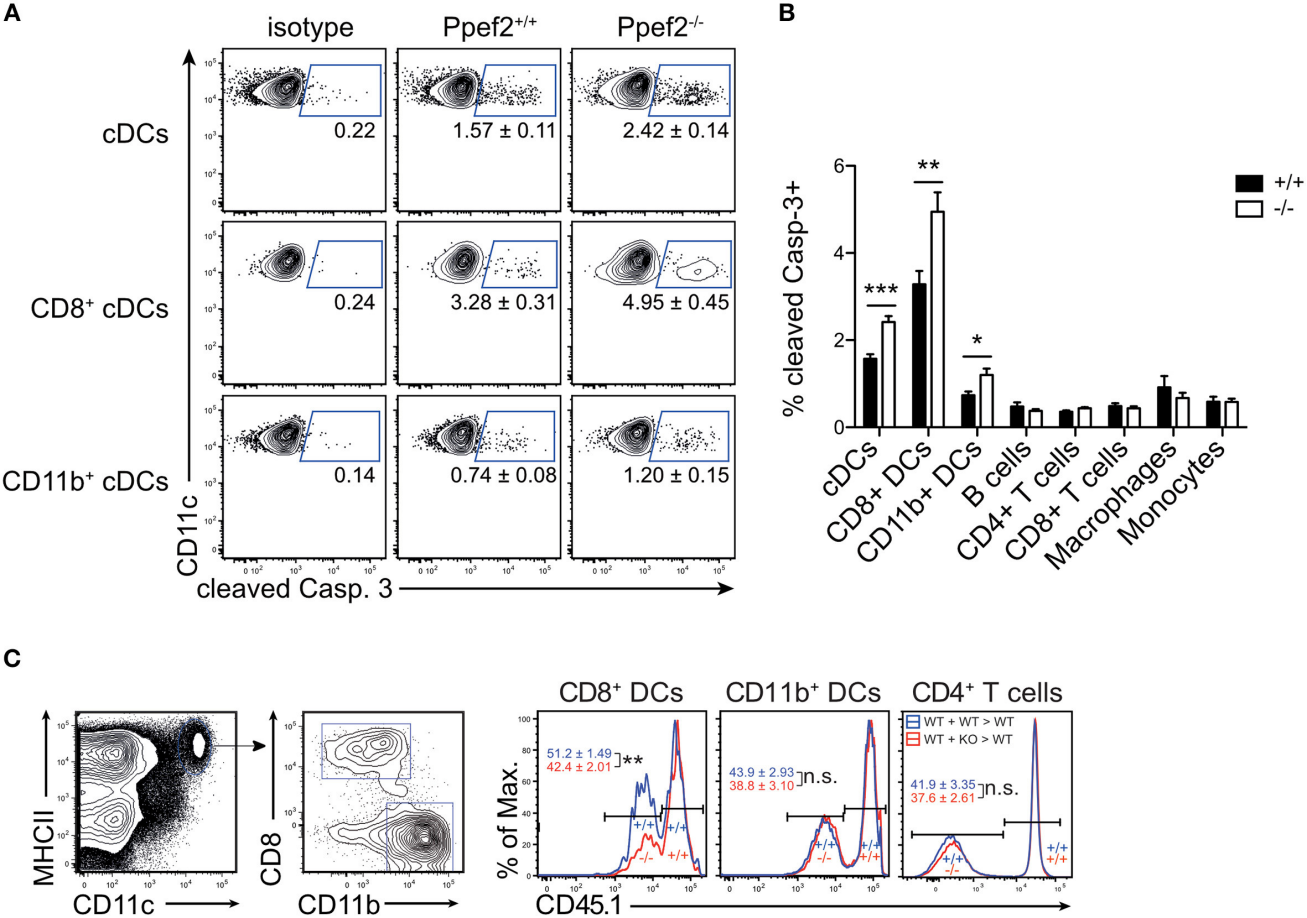
Ppef2-deficiency causes increased levels of cleaved caspase-3 in DCs. **(A)** Splenocytes were stained intracellularly for cleaved caspase-3 and analyzed by flow cytometry. Shown are representative FACS-plots of two experiments with similar outcome (*n* = 4 each). The corresponding statistics of the pooled data (*n* = 8) are shown in **(B)** together with the statistical analysis of other cell types. Statistical analysis was performed using Student's *t*-test, with ^*^p < 0.05; ^**^p < 0.01; ^***^p < 0.001. **(C)** Mixed bone marrow chimeras were produced by irradiation of CD45.1^+^ recipients and reconstitution with a 1:1 mix of Ppef2^+/+^ (CD45.1^+^) and Ppef2^+/+^ (CD45.2^+^) bone marrow (+/+: +/+ > +/+), or a 1:1 mix of Ppef2^+/+^ (CD45.1^+^) and *Ppef2*^−/−^ (CD45.2^+^) bone marrow (+/+: –/– > +/+). Mixed bone marrow chimeras were analyzed 8–10 weeks after reconstitution by gating on CD11c^+^MHCII^+^CD8^+^CD11b^−^ cDC1, CD11c^+^MHCII^+^CD8^−^CD11b^+^ cDC2, CD4^+^TCRβ^+^ T cells and CD45.1. Shown are representative FACS-plots of three independently performed experiments with similar outcome (*n* = 11) and statistical analysis was performed using Student's *t*-test, with ^**^p < 0.01.

### Transcriptome Analysis of *Ppef2^−/−^* CD8^+^ cDC1 Reveals Regulation of Apoptosis and Cell Survival Genes

To analyse if absence of Ppef2 might alter gene expression which eventually controls DC survival, we performed mRNA sequencing of sorted splenic CD8^+^ cDC1 (Figure 5A). 

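Splenic CD8+ cDC1, the conventional DC subset that cross-presents antigen, were sorted 5 times from each genotype with 3 mice pooled per sort, which gave 5 Ppef2+/+ and 5 Ppef2−/− libraries. Poly-A mRNA was sequenced as 50 bp single-end reads. The authors aligned the reads to mm10 with HISAT, counted them per RefSeq gene in Partek Genomics Suite and normalized the counts with DESeq2. They then set normalized counts below 1 to 1 and removed genes whose larger genotype mean was under 10. The deposited table holds these normalized counts. They sum to between 5295568 and 5434187 per Ppef2+/+ library (median 5414980) and to between 5344105 and 5482320 per Ppef2−/− library (median 5362900), totals which the normalization makes alike and which are not read depths.

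In 10721 of the 10767 genes, the normalized counts of the Ppef2+/+ and the Ppef2−/− library of a sort add up to the same sum in all 5 sorts, with a spread of at most 6.3e-06 of that sum. The other 46 genes hold the 61 values at the floor of 1. The mean of each sort had therefore been taken out of the values of each gene, a step that the paper's text does not name. As a consequence, the libraries of a sort deviate from their genotype means by the same amount in opposite directions, and the spread between sorts is missing from the values.

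After this was seen, the values were solved for whole reads. Each of the 9627 genes with all values under 1000 (89.4% of the table, 38.6% of the summed normalized counts) had exactly 1 set of whole reads, and the 1140 genes with a higher value were not resolved. In a control on genes with a mean under 100, in which the values of 1 sort were moved to another gene, 10 of 3861 genes had such a set. Over the resolved genes, Ppef2+/+ libraries held 1396295 to 2273524 reads (median 1512847) and Ppef2−/− libraries 1508367 to 4409545 reads (median 2234414). The Ppef2−/− library was sequenced 2.95 times as deeply as the Ppef2+/+ library in sort 1 and 0.727 times as deeply in sort 5, so the depth differed between genotypes in both directions.

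Differential expression was tested with limma (two-sided, with a trend in mean expression) on log2(normalized count + 1), a scale that understates the change of low genes. Like the model in the paper's methods, this fit had no term for the sort. Because the libraries of a sort mirror each other, such a fit counts each deviation in both of them and underestimates the error of a difference. Unchanged genes were simulated with a spread between sorts of 0.3 (SD, log2 scale). Of these, 6.53% had an unadjusted p-value of at most 0.01 after their sort means had been removed, compared to 0.05% with the sort means kept. With the sort as a block in the fit, the share was 0.55%. Exact permutation tests of 5 libraries against 5 treat the libraries as unlinked and cannot give a p-value below 0.00794. Exchanging genotypes within the 5 sorts keeps the pairs and cannot give one below 0.0625.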

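The deposited table lists 10767 genes by symbol. The larger genotype mean was at least 10.0 normalized counts in each of them. The mean over all 10 libraries had a median of 170 normalized counts, and 125 genes (1.16%) had a mean under 10. Across genes, which are not independent replicates, log2(normalized count + 1) of any pair of libraries correlated with a Pearson r between 0.980 and 0.991. In 4 groups comprising 8 genes, the values were identical in all libraries.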

A total of 10,766 genes were detected and the read counts for Ppef2 were used as internal control. *Ppef2*^−/−^ DCs did not show any Ppef2-reads above background (Figure 5A), confirming the efficiency of the Ppef2-knockout. 

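Ppef2 had 197 ± 32.5 (SD, n = 5) normalized counts in Ppef2+/+ libraries and 14.1 ± 17.2 (SD, n = 5) in Ppef2−/− libraries of the deposited table. The log2 fold change was −4.78 (standard error 0.74, adjusted p = 0.018 from limma with Benjamini-Hochberg adjustment). With the sort as a block, the adjusted p from limma was 0.00012. Ppef2 was lower in 5 of 5 sorts. The Ppef2−/− values were at the floor of 1 in sorts 1 and 5, 3.04 in sort 2, 28.6 in sort 3 and 36.7 in sort 4, the library without a Ppef2 read. The removal of the sort means had raised the values of the sorts with low Ppef2+/+ values. Once the sort means were put back, the mean of reads times the value of 1 read was 197 ± 66.4 (SD, n = 5) in Ppef2+/+ and 2.33 ± 1.88 (SD, n = 5) in Ppef2−/− libraries. This is 1.18% of the Ppef2+/+ mean, or 84.4-fold lower. The lowest Ppef2+/+ library (126) was above the highest Ppef2−/− library (4.73), with an exact two-sided permutation p = 0.00794 for unlinked libraries, and p = 0.0625 in the exact test that exchanges genotypes within sorts. Among the alternatives on the deposited values, a pseudocount of 10 moved the log2 fold change toward 0 the most, to −3.39. When each library was left out in turn, the log2 fold change ranged from −5.39 to −4.33 and the adjusted p from limma from 0.012 to 0.071, above 0.05 in 4 of the 10 fits. On the values with the sort means put back, it was −6.07 (adjusted p = 1.9e-06 from limma).

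**Figure D2:**
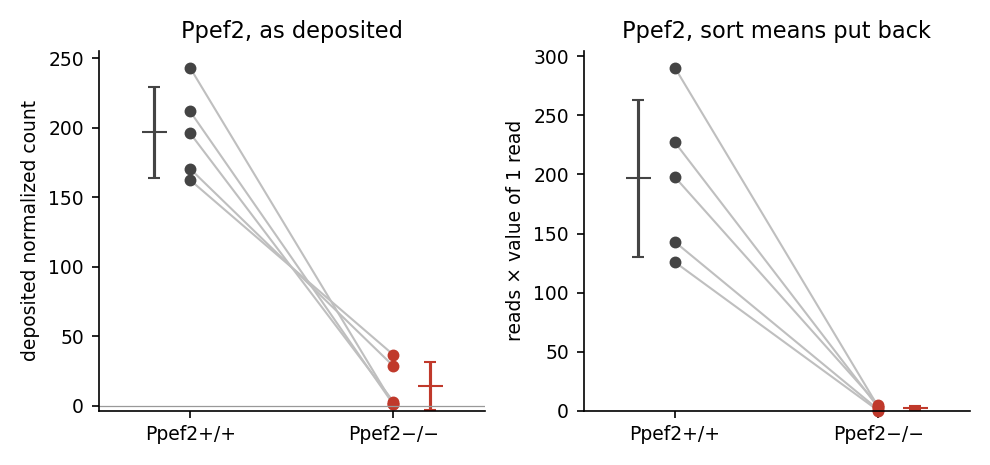
Ppef2 in the 10 libraries as deposited (left, normalized counts) and with the sort means put back (right, reads times the value of 1 read). Points are libraries, grey lines join the libraries of a sort, and bars are the mean ± SD of 5 libraries; the 2 highest Ppef2−/− values on the left (28.6 and 36.7) are 0.937 and 0 on the right.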

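Of 10767 genes tested with limma, 103 had an adjusted p under 0.05, with 51 higher and 52 lower in Ppef2−/− CD8+ cDC1. When the sort was a block, 1 gene (Ppef2) had an adjusted p under 0.05 and 462 genes an unadjusted p under 0.05. The count moved most among the alternatives in the other direction without moderation and without a log, to 280 genes. With the sort means put back and no block, Ppef2 was again the only one of 9627 genes with an adjusted p under 0.05, and 272 genes had an unadjusted p under 0.05.

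By the thresholds of the study, which combine a ratio of the genotype means over 2 or under 0.5 with an unadjusted p of at most 0.01, 13 genes were lower and 10 were higher. The 13 lower genes were Ppef2, LOC100503496, Xlr4c, Dll4, Trim2, Npcd, Mfsd2b, Cmah, Xntrpc, A530064D06Rik, 1810014B01Rik, Triqk and Gpr19. The 10 higher genes were Nptxr, Rasd1, Gfra2, Rmi2, Thsd1, Ccl2, Zfp772, Cenpw, Fgf11 and Slpi. The same thresholds gave 13 lower and 8 higher genes in a linear model without moderation on the values without a log, where Fgf11 and Slpi did not pass. With the sort as a block, 9 lower and 5 higher genes passed, 13 of them among the 23. Most of the 23 genes were close to the limit of 10 normalized counts for inclusion in the table. Their mean over all libraries had a median of 10.9 normalized counts, and 10 of the 23 had a mean under 10. They had a median of 10 reads per library. After Ppef2, the ratio of the genotype means was farthest below 1 for LOC100503496 (0.211), with 95 reads in Ppef2+/+ and 13 in Ppef2−/− libraries (adjusted p = 0.048 from limma, 0.52 with the sort as a block). Xlr4c (ratio 0.220) had no reads in either library of sort 3. Thsd1 (ratio 2.23) deviated most in sort 5, by the same amount in both genotypes because the sort means had been removed. Nptxr had the highest ratio (3.19), and its exons overlap those of Npcd by 890 bases on the same strand. Npcd also shares 563 exonic bases with Cbx6, and Xntrpc shares 2402 with Xndc1. Reads of such overlapping genes are not fully separable.

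A list of 46 apoptosis genes had a median log2 fold change of 0.01 (adjusted p = 0.93 from limma's camera over 12 gene lists). In this list, Bid had an adjusted p under 0.05 (log2 fold change −0.24, standard error 0.03, adjusted p = 0.018 from limma, 0.995 with the sort as a block), and 1 gene also passed when adjusted over the list alone, with 8 at an unadjusted p under 0.05 (0 and 2 with the sort as a block). The 28 genes of cDC1 identity had a median log2 fold change of 0.00 (adjusted p = 0.71 from camera), and none passed when adjusted over the list alone, with 4 at an unadjusted p under 0.05 (2 with the sort as a block). The 34 genes of DC maturation had a median of 0.05 (adjusted p = 0.022 from camera, 0.00055 with the sort as a block). This call did not hold under fry, which keeps the observed correlation between genes (adjusted p = 0.36), nor under camera with an estimated correlation (adjusted p = 0.65), and it was lost without either library of sort 5 (adjusted p = 0.24 and 0.23 from camera) or the Ppef2−/− library of sort 2 (0.054). In the DC maturation list 7 genes passed when adjusted over the list alone, and none over all genes tested, with 11 at an unadjusted p under 0.05. When the sort was a block, 3 genes passed when adjusted over the list alone, with 6 at an unadjusted p under 0.05.

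**Figure D3:**
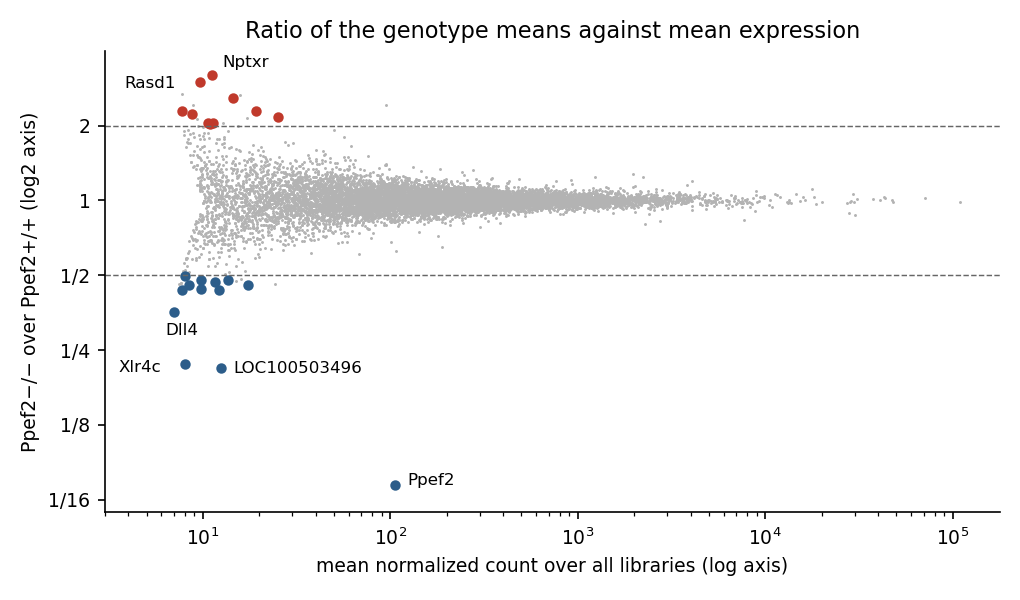
Ratio of the Ppef2−/− to the Ppef2+/+ mean (log2 axis) against the mean normalized count over all libraries (log axis) for 10767 genes. The 13 genes in blue and the 10 in red pass the thresholds of the study, dashed lines mark ratios of 2 and 0.5, and all passing genes apart from Ppef2 have a mean of at most 25.2 (Ccl2).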

Analysis of differentially expressed genes revealed 13 down- (Figure 5A, blue) and 8 up-regulated genes (Figure 5A, red) that were at least 2-fold different with a *p*-value ≤ 0.01. 

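Trim2 lies on the minus strand of chromosome 3 of GRCm38 from 84160439 to 84306877. It had 10.8 ± 3.19 (SD, n = 5) normalized counts in Ppef2+/+ and 4.72 ± 2.47 (SD, n = 5) in Ppef2−/− CD8+ cDC1, a 2.29-fold lower mean. The log2 fold change was −1.16 (standard error 0.36, adjusted p = 0.13 from limma). With the sort as a block, the adjusted p was 0.995. The difference rests in part on sort 5: without the Ppef2−/− library of this sort, which is at the floor, the mean was 1.91-fold lower. The Ppef2+/+ libraries held 10, 3, 4, 10 and 21 reads in sorts 1 to 5 and the Ppef2−/− libraries 17, 5, 5, 2 and 3 reads. With the sort means put back, these are 10.8 ± 6.73 and 4.35 ± 2.22 (SD, n = 5), the values of both genotypes overlapped, and the exact two-sided permutation p was 0.0635. Ppef2−/− was lower in 5 of 5 sorts, for which the exact test within sorts gives p = 0.0625. Of all 80 Trim2 reads, 40.0% came from Ppef2−/− libraries (95% confidence interval 29.2 to 51.6% by the exact Clopper-Pearson method, counting error only), less than their share of the sequencing depth.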

Among the differentially regulated genes, *tripartite motif-containing 2* (Trim2) was downregulated more than 2-fold (Figure 5B); this gene is of particular interest because it binds to the phosphorylated form of the pro-apoptotic Bim, mediating its ubiquitination for degradation (39). 

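Dll4 lies on the plus strand of chromosome 2 of GRCm38 from 119325784 to 119335962. Its normalized counts were 10.3 ± 1.62 (SD, n = 5) in Ppef2+/+ and 3.66 ± 1.62 (SD, n = 5) in Ppef2−/− CD8+ cDC1, and the ratio of the means was 2.80-fold lower in Ppef2−/−. The log2 fold change was −1.34 (standard error 0.29, adjusted p = 0.048 from limma). With the sort as a block, the adjusted p was 0.995. In the 10 fits that each left out 1 library, the adjusted p from limma was between 0.077 and 0.11. With the sort means put back, the Ppef2+/+ mean was 10.3 ± 4.20 and the Ppef2−/− mean 3.66 ± 2.70 (SD, n = 5). Every Ppef2+/+ library remained above every Ppef2−/− library (exact two-sided permutation p = 0.00794), and Dll4 was lower in 5 of 5 sorts (exact test within sorts, p = 0.0625). The log2 fold change of these values was −1.52, with an adjusted p of 1.00 from limma over 9627 genes (unadjusted p = 0.015).

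**Figure D4:**
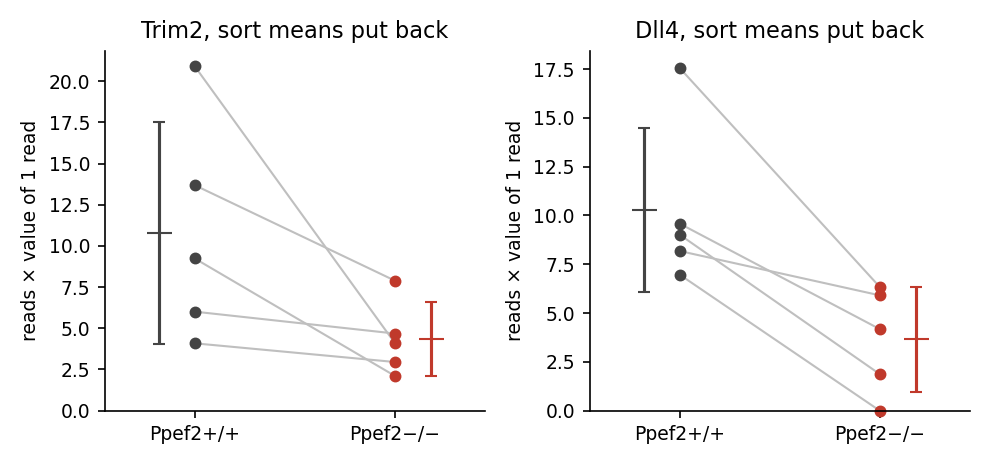
Trim2 (left) and Dll4 (right) with the sort means put back, as reads times the value of 1 read. Points are libraries, grey lines join the libraries of a sort, and bars are the mean ± SD of 5 libraries; both genes are lower in Ppef2−/− in 5 of 5 sorts, and the values overlap for Trim2 but not for Dll4.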

Delta-like ligand 4 (Dll4), a ligand for Notch (40), was down-regulated 2.8-fold in Ppef^−/−^ CD8^+^ cDC1 (Figure 5B). Notch signaling is known to be crucial for lymphocyte development and function (41) and signaling via Notch maintains CD11b^+^ cDC2 (42). To validate the mRNA sequencing results, we performed a qPCR of Trim2 and Dll4 on sorted CD8^+^ cDC1 of the spleen (Figure 5C). Both mRNAs were down-regulated significantly in *Ppef2*^−/−^ CD8^+^ cDC1 (Figure 5C), confirming the results from mRNA-sequencing (Figures 5A,B).

**Figure 5:**
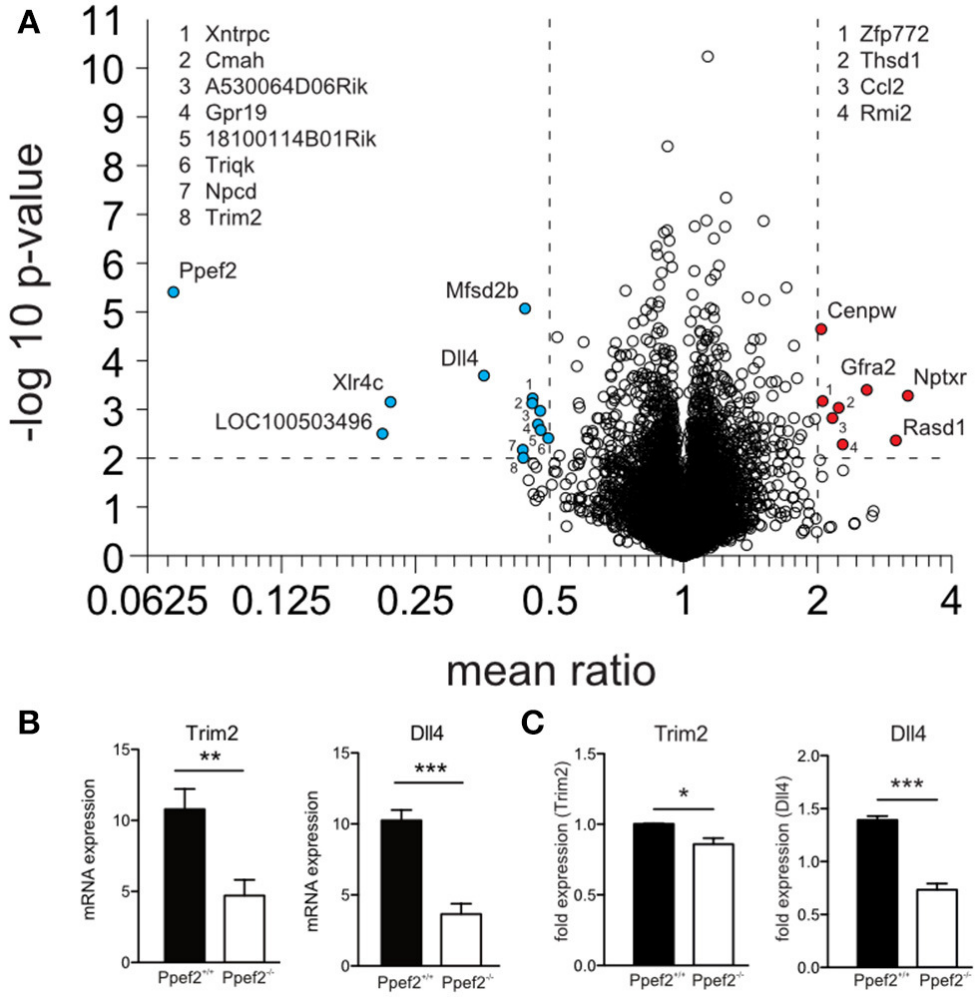
RNA-sequencing reveals changes in RNA-expression of *Ppef2*^−/−^ CD8^+^ cDC1. **(A)** CD8^+^ DCs were purified by flow cytometry from cell suspensions of 3 pooled spleens as live MHCII^+^CD11c^+^CD11b^−^CD8^+^ cells to purity of >95%. 15 spleens from Ppef2^+/+^ or *Ppef2*^−/−^ mice were used to generate 5 samples each for RNA-sequencing. Shown is the volcano plot analysis of sorted CD8^+^ DCs. Fold change of−2 (a, blue) and +2 (a, red), and a *p*-value ≤ 0.01 were chosen as cut-off. Ppef2, protein phosphatase EF-hands 2; LOC100503496, uncharacterized transcript LOC100503496; Xlr4c, X-linked lymphocyte-regulated 4C; Dll4, delta-like ligand 4; Trim2, tripartite motif-containing 2; Npcd, neuronal pentraxin chromo domain; Mfsd2b, major facilitator superfamily domain containing 2B; Cmah, cytidine monophospho-N-acetylneuraminic acid hydroxylase; Xntrpc, Xndc1-transient receptor potential cation channel, subfamily C, member 2; A530064D06Rik, Riken cDNA A530064D06 gene; 1810014B01Rik, Riten cDNA 1810014B01 gene; Triqk, triple QxxK/R motif containing; Nptxr, neuronal pentraxin receptor; Rasd1, RAS, dexamethasone-induced 1; Gfra2, glial cell line derived neurotrophic factor family receptor alpha 2; Rmi2, RMI2, RecQ mediated genome instability 2; Thsd1, thrombospondin, type I, domain 1; Ccl2, chemokine (C-C motif) ligand 2; Zfp772, zinc finger protein 772; Cenpw, centromere protein W. **(B)** Boxplots represent normalized expression with 0,1 quantile, 0.9 quantile and all single points (each group *n* = 5) ^**^p < 0.01, ^***^p < 0.001 for Trim2 and Dll4 in Ppef2^+/+^ and *Ppef2*^−/−^ cells. **(C)** qPCR of Trim2 and Dll4 in sorted spleen CD8^+^ DCs. Spleen DCs were sorted as CD11c^+^MHCII^+^CD8^+^CD11b^−^ in three independent experiments and three Ppef2^+/+^ or *Ppef2*^−/−^ mice were pooled for every sort. Statistical analysis was performed using Student's *t*-test, with ^*^p < 0.05; ^***^p < 0.001.

### *Ppef2^−/−^* DCs Have Elevated Levels of Cytoplasmic Pro-Apoptotic Bim

We next analyzed protein levels of Trim2 by Western blot analyses but could not detect significantly different expression between *Ppef2*^−/−^ and Ppef2^+/+^ BMDC (data not shown). Next we performed western blot analyses of Bim in GM-CSF cultured BMDCs (Figure 6A). As Bim increases after stimulation with TLR ligands (14), we stimulated BMDCs with LPS as positive control. All three Bim isoforms, Bim_EL_, Bim_L_, and Bim_S_ can promote apoptosis (43) and could be readily detected (Figures 6A,B). Quantification of Bim relative to the GAPDH loading controls showed that in unstimulated *Ppef2*^−/−^ BMDCs more Bim of all isoforms was present as compared to controls (Figure 6A). Bim levels in unstimulated *Ppef2*^−/−^ BMDCs were similar to the increased levels found in LPS-induced Ppef2^+/+^ BMDCs (Figure 6A). Stimulation of *Ppef2*^−/−^ DCs with LPS could increase Bim only marginally, while it increased in Ppef2^+/+^ wt DCs as described previously (14) (Figure 6A).

**Figure 6:**
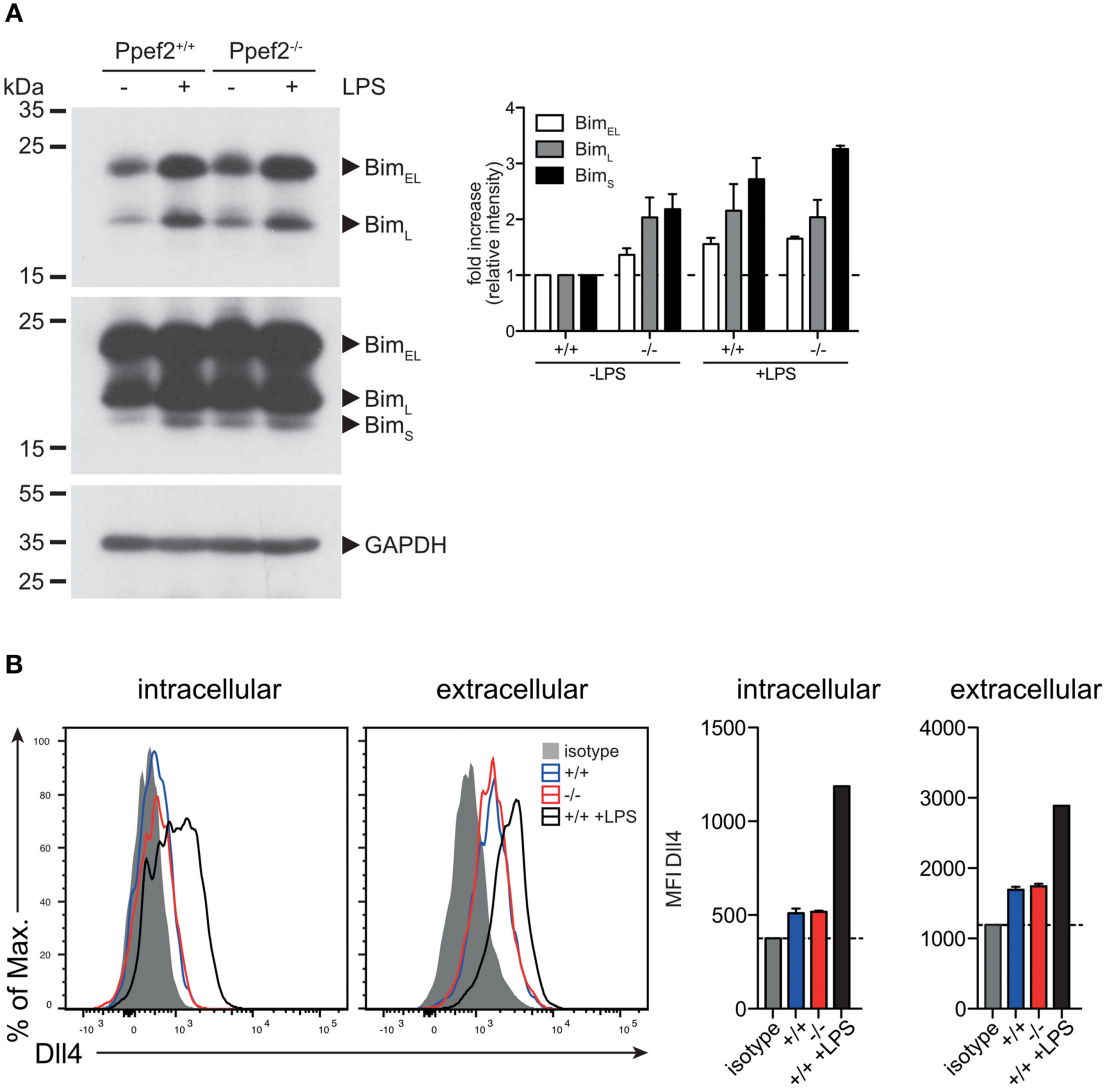
*Ppef2*^−/−^ DCs have elevated levels of pro-apoptotic BIM. **(A)** Western blot for Bim was performed with 30 μg cell lysates of GM-CSF BMDCs either unstimulated or LPS matured. Exposure for 30 s allowed detection of BimEL and BimL isoforms (**A** left, top panel); 5 min exposure revealed the BimS isoform in addition (**A** left, middle panel). Intensities of the bands for all three Bim isoforms were quantified relative to the GAPDH loading control (**A** left, lower panel) by using ImageJ and fold increase was calculated relative to the untreated Ppef2^+/+^ control (**A**, right hand panel). Two western blots were performed and shown are pooled normalized intensities. **(B)** Surface staining of Dll4 was performed with fluorescently labeled antibody and protein abundance was measured by flow cytometry. Shown are representative FACS plots (left) and mean ± SEM of the mean fluorescence intensity of *n* = 3 mice.

This suggests that Bim-mediated apoptosis might cause the alterations observed in *Ppef2*^−/−^ DCs and cause their competitive disadvantage (Figure 4C).

Although expression of Dll4 is generally low in cDCs (36), we saw changes of Dll4-mRNA-expression in CD8^+^ cDC1 of *Ppef2*^−/−^ mice (Figures 5A,B). Therefore, we next analyzed Dll4-protein levels. 

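The mean of Dll4 over all 10 libraries of CD8+ cDC1, 6.96 normalized counts, was the lowest of the 10767 genes in the deposited table. Dll4 had 7, 6, 6, 19 and 7 reads in the Ppef2+/+ libraries and 9, 10, 2, 6 and 0 reads in the Ppef2−/− libraries of sorts 1 to 5. Ppef2−/− libraries thus held 27 of 72 Dll4 reads (37.5%, 95% confidence interval 26.4 to 49.7% by the exact Clopper-Pearson method, counting error only), less than their share of the sequencing depth. Among the genes that differed in mRNA-sequencing, the paper follows Trim2 because it mediates degradation of Bim, and Dll4 as a ligand for Notch. From the change of Dll4-mRNA in Ppef2−/− CD8+ cDC1, the paper goes on to the Dll4-protein.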

Spleen cDCs showed only minor intracellular staining over background (isotype) control, with slightly elevated surface expression levels (Figure 6B). As published previously, LPS-treatment augmented DII4-expression significantly (44). However, Ppef2^+/+^ and *Ppef2*^−/−^ DCs showed comparable Dll4 levels, indicating that the difference in Dll4-mRNA-expression could not be confirmed on surface protein levels. Taken together, Ppef2-deficiency seems to cause increased levels of pro-apoptotic Bim in CD8^+^ cDC1.

### *Ppef2^−/−^* DCs Display Decreased Capacity of CD8^+^ T Cell Priming

The life-span of DCs directly influences antigen-specific expansion of T cells (13, 17). We therefore wondered whether Ppef2-deficiency would alter antigen-presentation and T cell priming *in vivo*. As infection models with pathogens or protein immunization with adjuvants contain TLR-signals which rapidly downregulate Ppef2 in Ppef2^+/+^ DCs (Figures 1C, 2F), such models render *Ppef2*^−/−^ and Ppef2^+/+^ mice quite similar with respect to low Ppef2-levels. CD40-crosslinking did not induce Ppef2-downregulation (Figure 1C). Therefore, we adoptively transferred TCR-transgenic CD90.1^+^ OT-I T cells into Ppef2^+/+^ or *Ppef2*^−/−^ mice and injected ovalbumin (OVA) as cognate antigen together with an agonistic anti-CD40 mAb for DC-activation (45). Here, cross-presentation by CD8^+^ cDC1 should be the main mechanism for CTL-priming. While OT-I cells expanded strongly in the spleens of Ppef2^+/+^ mice, only marginal OT-I expansion was detected in *Ppef2*^−/−^ mice, similar to control mice that received OT-I cells alone (Figure 7A, upper panel). The lack of efficient OT-I cross-priming in *Ppef2*^−/−^ mice was evident from the percentage of OT-I cells found on day 7 post priming in the spleens of mice, as well as from the total OT-I numbers (Figure 7A, upper panel). When OT-I cells were restimulated with the cognate OVA257 peptide *in vitro*, only very low frequencies and total numbers of CD107^+^IFN-γ^+^ OT-I effector T cells were found in spleens of *Ppef2*^−/−^ mice (Figure 7A, lower panel). In contrast, OT-I cells primed in Ppef2^+/+^ mice were readily producing IFN-γ^+^ (Figure 7A, lower panel). We next tested antigen presentation in absence of inflammatory stimuli and injected OVA in PBS. 3 days later *Ppef2*^−/−^ mice showed a significantly reduced OT-I T frequency and nearly 40% reduced OT-I T cell numbers (Figure 7B). This data suggests that cross-presentation of OVA-protein by immature DCs in absence of inflammatory stimuli as well as by CD40-matured DCs is severely reduced in *Ppef2*^−/−^ mice.

**Figure 7:**
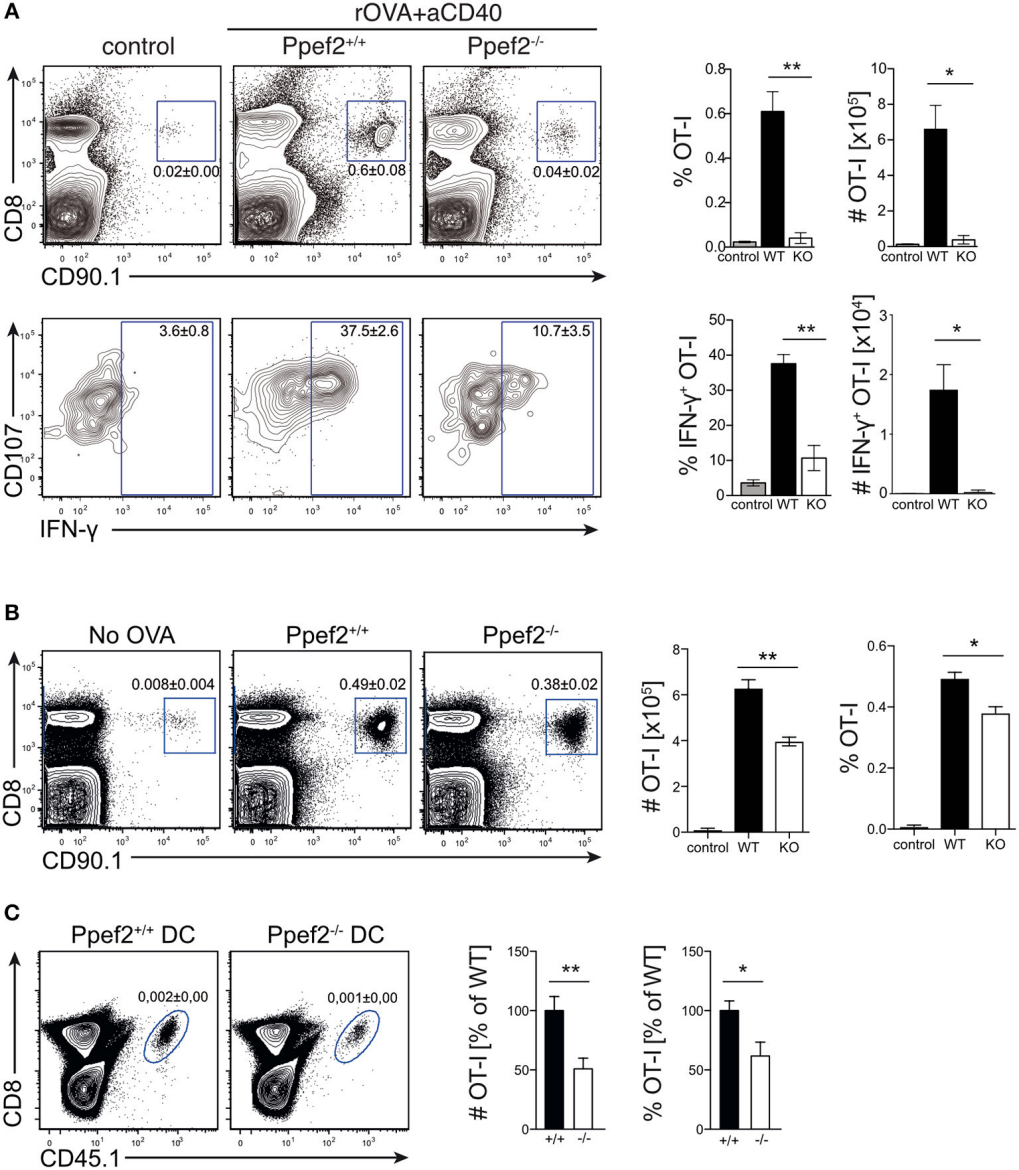
*Ppef2*^−/−^ DCs display decreased CD8^+^ T cell priming capacities. **(A)** 5 × 10^5^ congenitally marked CD90.1^+^ OT-I T cells were adoptively transferred either in Ppef2^+/+^ or *Ppef2*^−/−^ mice, which received 30 μg OVA protein and 100 μg CD40-specific mAb intravenously 1 day later or received OT-I T cells only (control). On day 7 post immunization spleens were analyzed for frequencies and total cell numbers of CD90.1^+^CD8^+^ OT-I cells as shown in the respective bar graphs (upper panel). Spleen cells were cultured *in vitro* with OVA257 peptide in the presence of CD107a-specific mAb and subsequently stained for CD8 and IFN-γ (lower panel) to determine IFN-γ-producing OT-I T cell frequencies and total cell numbers (bar graphs). Shown are results from one experiment out of two with similar results and *n* = 4 mice per group. **(B)** 5 × 10^5^ congenitally marked (CD90.1) OT-I T cells were adoptively transferred either in Ppef2^+/+^ or *Ppef2*^−/−^ mice, which received 100 μg OVA protein intravenously 1 day later. Mice were sacrificed 3 days after OVA administration and spleens were analyzed by flow cytometry for OT-I T cell proliferation. Shown are representative FACS-plots of OT-I T cells of one out of two independently performed experiments with similar outcome. Data from two independent experiments were pooled (*n* = 6) to determine the total cell number and frequencies of CD90.1^+^CD8^+^ OT-I T cells. **(C)** 1.5 × 10^5^ Ppef2^+/+^ or *Ppef2*^−/−^ DCs were pulsed with OVA257 peptide and transferred i.v. into H-2K^bm1^ recipient mice. 24 h later H-2K^bm1^ OT-I T cells were transferred and mice were analyzed 3 days later for presence of CD45.1^+^CD8^+^ OT-I T cells by flow cytometry. Shown are representative FACS-plots of the gated CD45.1^+^CD8^+^ OT-I T cells. Two independently performed experiments were pooled (*n* = 6) to determine the relative frequency and total cell number of CD45.1^+^CD8^+^ OT-I T cells from the gates shown in **(C)**. Statistical analysis was performed using Student's *t*-test, with ^*^p < 0.05; ^**^p < 0.01.

To exclude differential antigen uptake or processing of OVA antigen by *Ppef2*^−/−^ DCs *in vivo*, we next transferred OVA257-peptide pulsed *Ppef2*^−/−^ or Ppef2^+/+^ DCs into H-2K^bm1^ recipient mice. Here, direct peptide loading of DCs avoids the necessity for antigen-processing, while usage of H-2K^bm1^ mice as recipients does not allow peptide presentation by cells of the host recipient mice, as the H-2K^bm1^ mutation of the H2-K^b^ gene leads to a failure to present OVA257 on MHC class I (46). Adoptively transferred CD45.1^+^H-2K^bm1^ OT-I T cells showed strongly reduced frequencies and total cell numbers when stimulated by *Ppef2*^−/−^ DCs as compared to Ppef2^+/+^ DCs (Figure 7C). Taken together, our data suggests that Ppef2 expression in CD8^+^ cDC1 ultimately contributes to efficient cross-presentation of protein antigen.

## Discussion

Currently very little is known about Ppef2. In this study we show that among hematopoietic cells specifically CD8^+^ cDC1 express the phosphatase Ppef2, which is down-regulated upon DC-activation by TLR-ligands, but not by CD40-engagement. Down-regulation of Ppef2 increases apoptosis and limits antigen-presenting cell functions of CD8^+^ cDC1.

Transcriptional profiling showed that Ppef2 is expressed with high specificity in CD8^+^ cDC1 and confirmed the microarray data available from the Immgen consortium (36). Although CD11b^+^ cDC2 and monocytes were also reported to express very low levels of Ppef2 mRNA, this did not translate into protein as determined by β-galactosidase, which is included in the gene-trap cassette of *Ppef2*^−/−^ mice. However, tissue CD103^+^ cDC1 show some Ppef2-mRNA expression according to the Immgen database (36), but do not express significant amounts of Ppef2 (ß-Gal)-protein. CD11b^+^ cDC2 of the thymus also express the Ppef2-reporter. According to the Immgen-database, both thymic DC-subsets, CD8^+^ DCs and CD8^−^ DCs express high levels of Ppef2-mRNA, which is different from the spleen,where CD8^+^ cDC1, but not CD11b^+^ cDC2 express Ppef2-mRNA (36). As Ppef2 shares promoter organization with CD11c and the respective promoter motive is sufficient to drive DC-specific gene expression in all CD11c^+^ DCs (25), the cDC1-specific Ppef2-expression is surprising. This suggests that Ppef2-expression is most likely controlled on additional levels leading to differential expression in distinct DC subpopulations. More specifically, CD8^+^ and CD103^+^ cDC1 subsets differentiate from the same Ppef2-negative pre-DC precursor into different environments. While CD8^+^ cDC1 are mostly resident in lymphoid organs, CD103^+^ cDC1 develop in barrier organs such as skin and mucosal tissues. Here, CD103^+^ DCs might routinely encounter TLR-signals from skin, lung and intestinal microbes, which could eventually cause down-regulation of Ppef2 in the steady-state. In contrast, CD8^+^ cDC1 in lymph nodes and spleen should not readily receive TLR-signals due to their localization and might therefore continue to express Ppef2.

In the case of an infection, exposure of cDC1 to TLR-ligands also down-regulates Ppef2-expression in mature DCs. This is in contrast to CD40-signals; although both signaling pathways utilize TNF-associated factor (TRAF) 6, CD40 and TLR-signaling leading to NF-κB activation vary from each other (47). CD40 mediated TRAF-signaling involves also TRAF2 and 3 (48), while TLR-signaling involves IL-1R-associated kinases (IRAKs). In addition, CD40 signaling can result in protein kinase B (Akt) activation (49), which may promote survival, while TLR signaling was shown to induce JUN N-terminal kinase (JNK), which may cause apoptosis (50). This data fits to the hypothesis that CD40 induces pro-survival signaling, whereas TLR signaling is rather pro-apoptotic and involves mitogen-activated protein kinases, which regulate Ppef2 expression and possibly promote apoptosis. In contrast, pro-survival TRAF6-CD40 signaling might utilize Akt not altering the expressing of Ppef2. We observed down-regulation of Ppef2 expression also after spontaneous maturation of DCs in culture and other studies have shown similarities between LPS activated and spontaneously activated cells *in vitro*, when analyzing microarray data (51). The majority of changes in gene expression during DC-activation are reductions of expression (52). Therefore, it is difficult to conclude whether loss of expression of Ppef2 in mature DCs is simply a consequence of co-downregulation of other genes, which may be dispensable for mature DCs, or whether it is a specific regulation in order to limit the lifespan of DCs.

The only functional Ppef2-study published so far investigated the anti-apoptotic role of Ppef2 in oxidative stress by suppression of Apoptosis signal-regulating kinase 1 (Ask1) in immortalized cell lines (32). Ppef2 caused potent dephosphorylation of Ask1 at the threonine residue 838, suppressing Ask1 activity (53). When Ask1 and Ppef2 were co-expressed *in vitro*, suppression of Ask1 by Ppef2 led to a decrease in caspase-3 activation (32). It was concluded that the phosphatase Ppef2 functions to control Ask1 activity to prevent apoptosis under oxidative stress conditions. Ppef2 is also up-regulated in mouse hippocampus after hypoxia-ischemia, along with several other transcripts associated with neuroprotection (54). However, western blot analyses of *Ppef2*^−/−^ DCs revealed no changes in Ask1 expression or phosphorylation (data not shown). Instead, mRNA-sequencing revealed Trim2 and Dll4 being expressed at reduced levels in *Ppef2*^−/−^ CD8^+^ cDC1.

Trim2, an E3 Ligase, ubiquitinates pro-apoptotic Bim for proteasomal degradation (39). *Ppef2*^−/−^ DCs showed an increase in Bim, for which a decrease in Trim2 could be responsible, although we were unable to confirm alterations of Trim2 protein levels in *Ppef2*^−/−^ DCs (data not shown). In conclusion, we showed that loss of Ppef2 led to a decrease of Trim2 mRNA which can influence the abundance of Bim. Being a regulator of DC apoptosis, Bim would therefore be responsible for the increase in apoptotic active caspase-3^+^ DCs observed in *Ppef2*^−/−^ mice.

Interestingly, we also observed increased caspase-3 levels in CD11b^+^ cDC2 of *Ppef2*^−/−^ mice *in vivo*, although these DCs do not express Ppef2. Eventually indirect secondary effects or the uptake of apoptotic cleaved caspase-3^+^CD8^+^ cDC1 by CD11b^+^ cDC2 might account for this finding. Recently, it has been shown that oxysterol-metabolizing enzyme expressing CD8^+^ (XCR1^+^) cDC1 do influence homeostasis and positioning of CD11b^+^ (DCIR2^+^) cDC2 (55), indicating a possible cross-talk between both DC-subsets. However, the exclusivity of the competitive disadvantage observed for CD8^+^, but not CD11b^+^ DCs, during bone marrow chimera reconstitution suggests that Ppef2-deficiency directly affects CD8^+^ cDC1 only.

Although the rate of apoptosis was increased in CD8^+^ cDC1 from *Ppef2*^−/−^ mice, we did not find diminished total numbers or frequencies of CD8^+^ cDC1. Also short-term or pulse-chase BrdU-labeling experiments could not reveal statistically significant differences for DC proliferation or turnover, which might compensate for increased rates of DC-death (data not shown). As only 5% of all DCs proliferate in steady-state (12), BrdU-incorporation might not be sensitive enough to reveal subtle changes in compensatory proliferative rates. Also serum levels of Flt3L were not elevated, as reported in mice which lack DCs due to expression of diphteria toxin (56). Eventually, alterations in precursor-product relations might account for compensatory effects. However, we did not detect elevated numbers of pre-DCs, nor did they show an increased proliferative rate (data not shown).

Increased apoptosis of DCs should lead to decreased T cell priming capacity. In our experiments we avoided to activate DCs with TLR-ligands, as fully matured DCs naturally down regulate Ppef2 and as such would not be different from *Ppef2*^−/−^ DCs. T cell proliferation was substantially reduced upon priming by *Ppef2*^−/−^ DCs. Also cross-presentation of OVA-protein by CD40-matured CD8^+^ cDC1 was strongly reduced in *Ppef2*^−/−^ mice, indicating that DCs have limited T cell priming ability when they lack Ppef2. This might hint for a DC-intrinsic mechanism, which could limit antigen-specific T cell responses for protection from excessive immune activation to avoid collateral tissue damage and autoimmunity, which has been observed with apoptosis-resistant DCs (13–17).

Although its sequence is highly conserved in humans, hPpef2 does not show a similar DC-specific expression pattern (57), but is rather restricted to the retina. Yet, Ppef2 was identified as a survival phosphatase also in human HELA-cells in an RNA interference screening (58). Eventually, other members of the PPP phosphatase family such as PPP3CC, which is expressed in human DCs (59), might play corresponding roles.

Taken together, the Ppef2-locus might be an attractive tool due to its specificity for CD8^+^ cDC1 and could help to work out developmental and functional differences between CD8^+^ vs. CD103^+^ cDC1.

## Data Availability Statement

Sequence data that support the findings of this study have been deposited with the primary accession code GSE98235 at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE98235. The other data that support the findings of this study are available from the corresponding author upon request.

## Author Contributions

MZ, TU, Y-LC, CR, CB, LG, and CS: conducted experiments; JS: performed sequencing analysis; DB and VB: provided adoptive transfer models and designed experiments; TB and SS: designed experiments and wrote the paper.

### Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Expression of the Phosphatase Ppef2 Controls Survival and Function of CD8+ Dendritic Cells
**Source:** Front Immunol. 2019 Feb 12;10:222. doi: 10.3389/fimmu.2019.00222
**Supplement:** Supplementary file 1

Supplementary Material

Expression Of The Phosphatase Ppef2 Controls Survival And Function Of CD8^+^ Dendritic Cells

**Markus Zwick, Thomas Ulas, Yi-Li Cho, Christine Ried, Leonie Grosse, Charlotte Simon, Caroline Bernhard, Dirk H. Busch, Joachim L. Schultze, Veit R. Buchholz, Susanne Stutte, Thomas Brocker^*^**

# Supplementary Data

Supplementary Material should be uploaded separately on submission. Please include any supplementary data, figures and/or tables. All supplementary files are deposited to FigShare for permanent storage and receive a DOI.

Supplementary material is not typeset so please ensure that all information is clearly presented, the appropriate caption is included in the file and not in the manuscript, and that the style conforms to the rest of the article.

# Supplementary Figures and Tables

For more information on Supplementary Material and for details on the different file types accepted, please see [here](http://home.frontiersin.org/about/author-guidelines#SupplementaryMaterial). Figures, tables, and images will be published under a Creative Commons CC-BY licence and permission must be obtained for use of copyrighted material from other sources (including re-published/adapted/modified/partial figures and images from the internet). It is the responsibility of the authors to acquire the licenses, to follow any citation instructions requested by third-party rights holders, and cover any supplementary charges.

## Supplementary Figures

**Supplementary Figure 1. Flow cytometry gating strategies for the identification of different cell types used in this study. (a)** Identification of DCs without (top panel) or with (lower panel) T and B cell depletion with anti-CD3ε and anti-CD19-coated microbeads from spleens. (**b**) Identification of CD4^+^ and CD8^+^ T cells, (**c**) B cells and (**d**) blood monocytes, (**e**) DC-precursors in spleen and bone marrow.

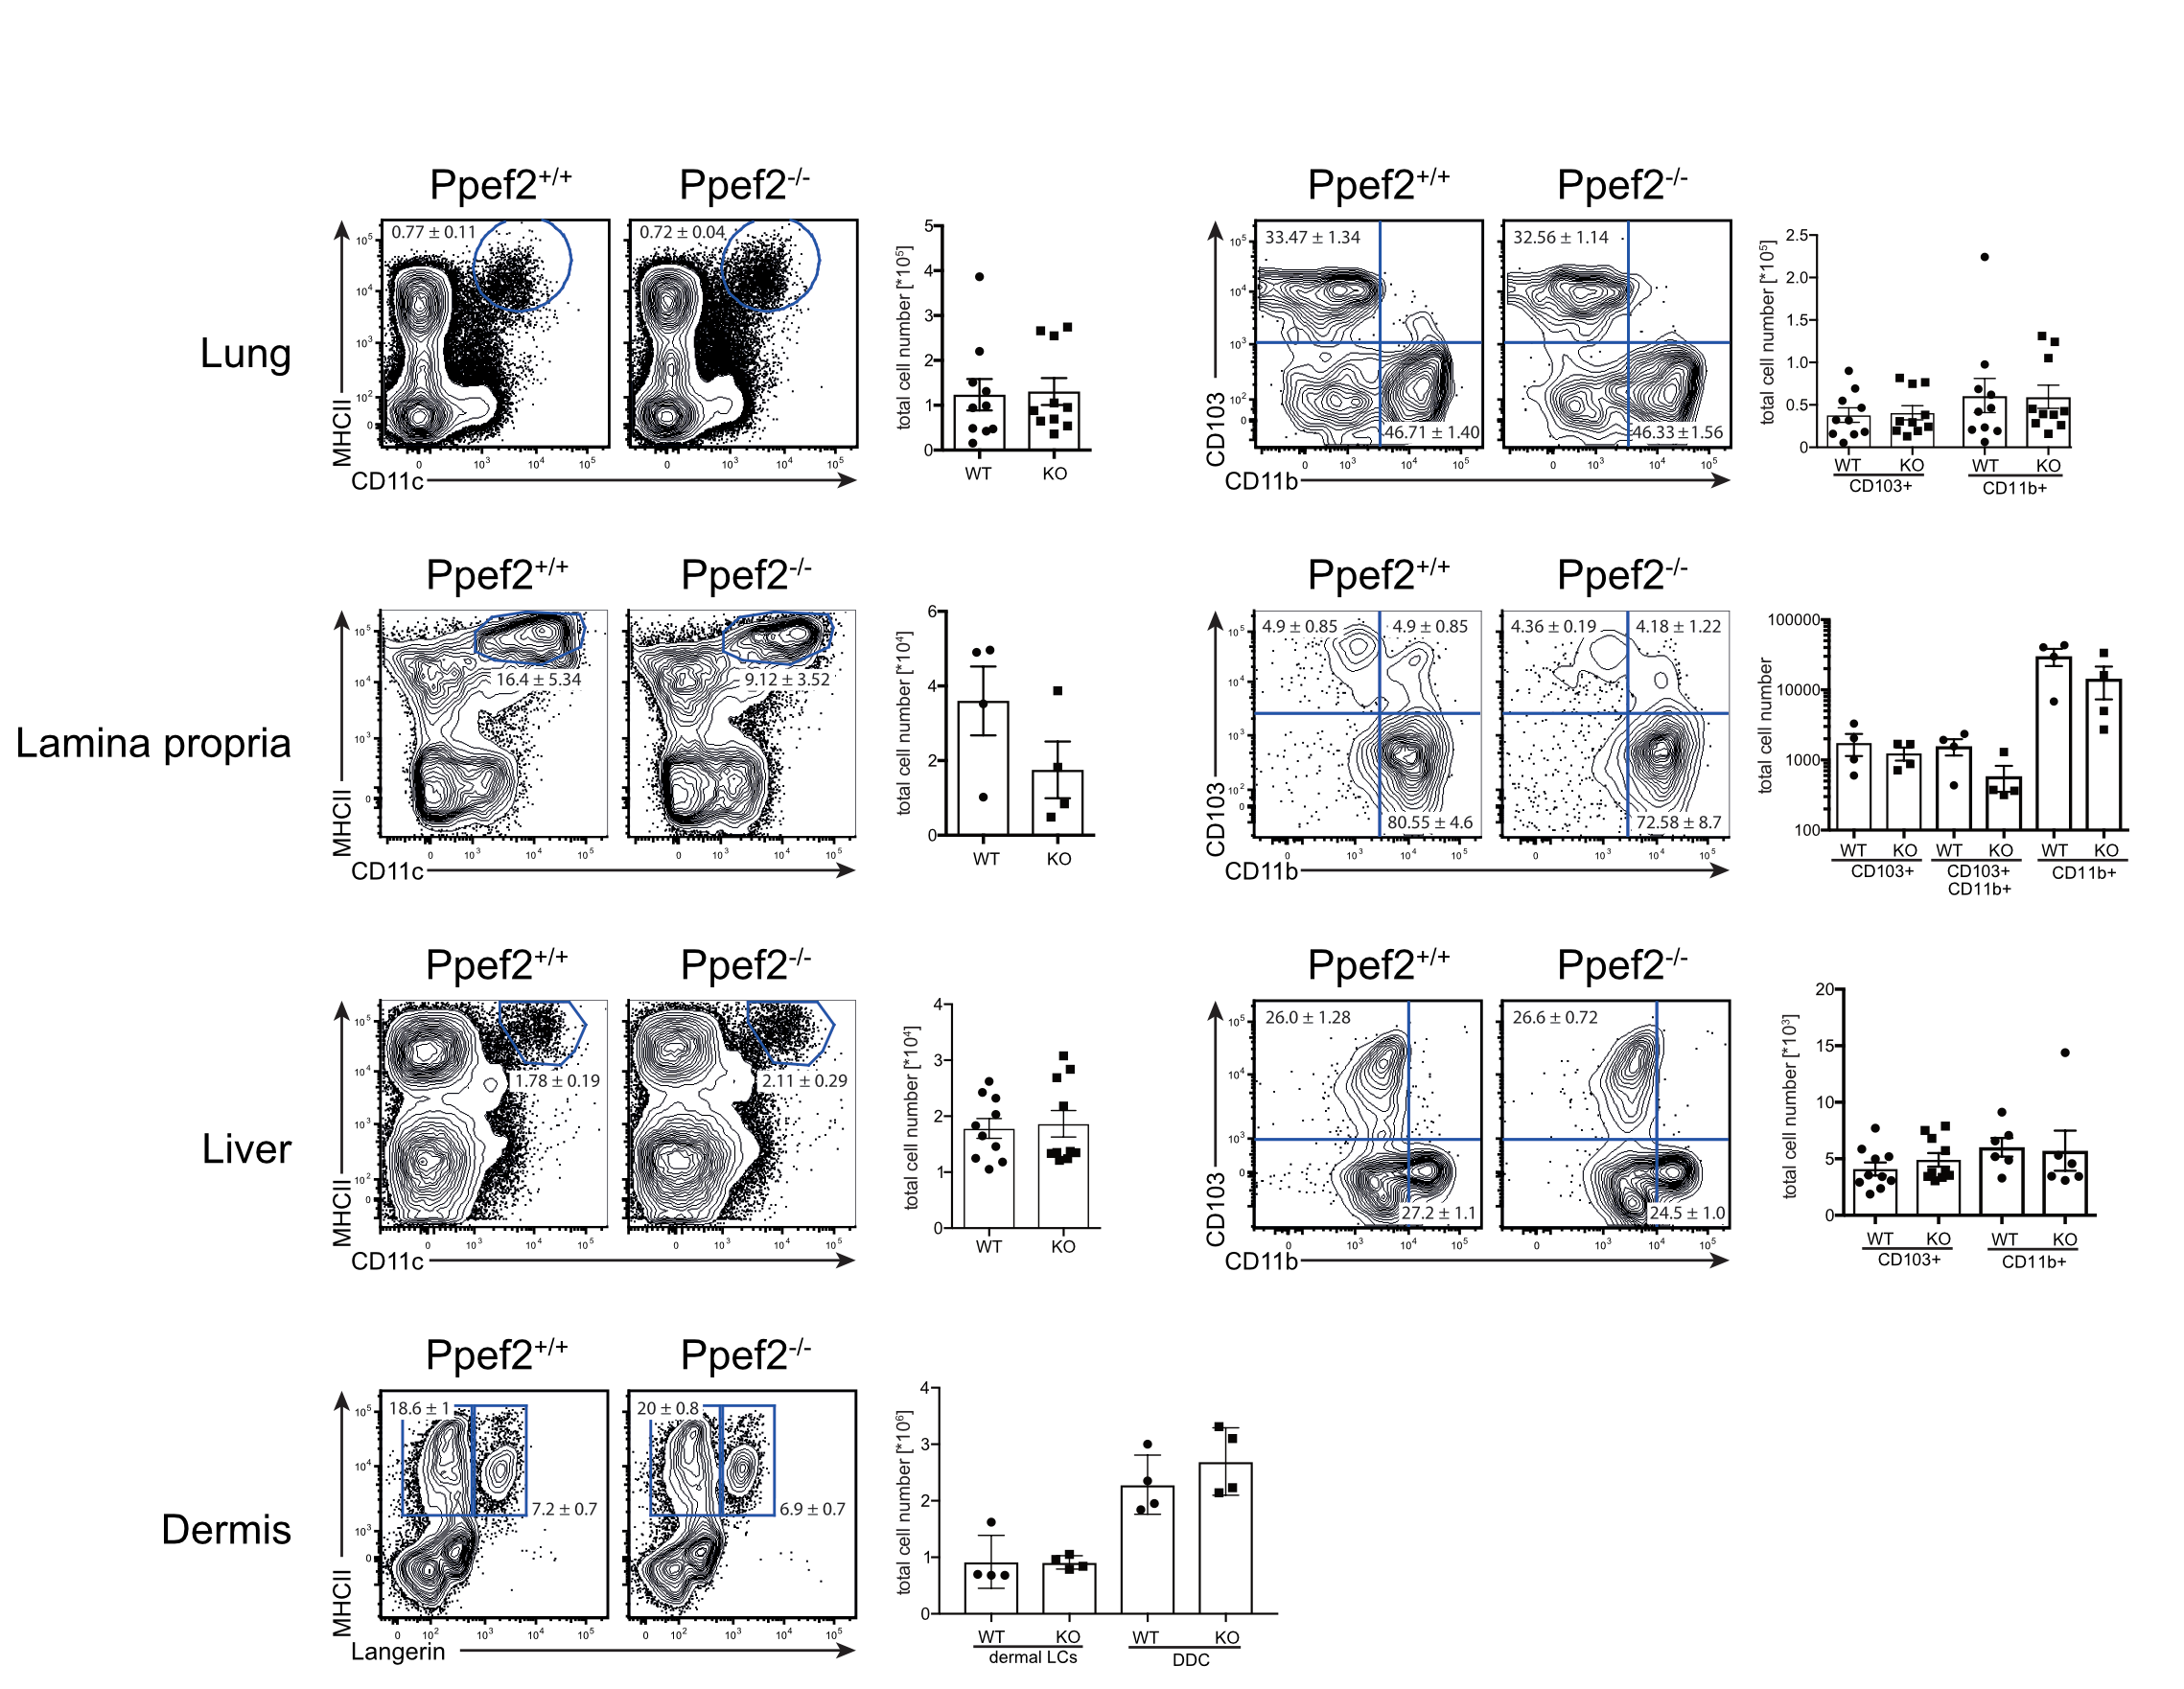

**Supplementary Figure 2. Percentage and total numbers of DC subsets are not altered in non-lymphoid organs of Ppef2^-/-^ mice.**

DCs of lung, lamina propria, skin and liver were identified as viable CD45^+^ CD11c^+^ MHCII^+^ and further distinguished by their expression of CD103 and CD11b. Shown are representative FACS-plots of pooled data (n=10) with the percentages of DCs ± SEM and the corresponding total numbers in the bar graphs next to the FACS-plots. Statistical analysis was performed using Student’s *t*-test. All p-values were above 0.05.

**Supplemental Figure 3. Phenotyping of hematopoietic cells does not show abnormalities.**

Spleens of Ppef2^+/+^ and Ppef2^-/-^mice were analyzed by the Centre d‘Immunophénomique (CIPHE) for various cell populations by flow cytometry (n=6 mice per group). The marker used for the identification of every population is listed in Suppl. Table 1. (**a**) Hierarchical clustering (HC) analysis of all 56 parameters tested in two different staining panels. Dataset was therefore imported into TIGR MultiExperiment Viewer (TMeV), normalized based on the median value of each row and reduced based on the SD of the values of the given row. A hierarchical clustering tree was built based on these signal intensities (Euclidean Complete). (**b**) Radar plot of the frequencies of different (sub-) populations (as percent of total or percent of parent, indicated in squared brackets) and their corresponding total cell numbers (**c**).

**Supplemental table 1.** Markers used to identify the subsets shown in Suppl. Fig. 3.

How the deposited data were processed for this re-analysis (not part of the article)

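Messenger RNA was measured in CD8+ cDC1 sorted from the spleens of Ppef2+/+ and Ppef2−/− mice. There were 5 libraries per genotype, each from 3 pooled mice, and each library was assigned to its genotype and sort by its label. The replicate number stands for the sort.

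The authors aligned 50 bp single-end reads to mm10 with HISAT, counted reads per RefSeq gene in Partek Genomics Suite, normalized the counts with DESeq2 and set normalized counts below 1 to 1. They removed genes whose mean was under 10 in both genotypes and deposited 1 table of 10767 genes. The deposited values are a normalized count signal, not raw counts. All 10 columns of the table were used and 0 columns were left out.

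The replicate numbers pair the libraries. In the 10721 genes without a value at the floor, the deviations of the Ppef2+/+ and the Ppef2−/− library of a sort from their genotype means correlated with r = −1.00 in each of the 5 sorts, because both libraries add up to a sum that is constant over the sorts. The pairing comes from this property of the deposited values and from the sort numbers in the labels. The paper's text does not name the step that removed the sort means. Values at the floor could be calculated back from the other library of the sort, and 47 of the 61 such values were below 0.

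Whole reads were calculated back after this property had been seen, as reads times the value of 1 read minus the amount taken from the sort. The value of 1 read in both libraries of a sort was chosen out of 870 pairs of steps, on 557 genes with a mean under 16, as the pair for which the largest share of genes had a unique pair of read numbers. This share was 100.0, 99.8, 99.5, 99.6 and 100.0% in sorts 1 to 5, compared to 95.5, 89.4, 90.3, 51.0 and 98.0% for the next best pair. Genes with a value of 1000 or more were not resolved. On simulated data, 9227 of 9227 genes were resolved to the reads that had been drawn. First choices of the steps of sort 5 by hand failed the check of the sort sums, and the number of steps examined was raised after the step of sort 1 had been missed. The value of 1 read was 1.37, 1.36, 1.50, 0.924 and 0.996 normalized counts in the Ppef2+/+ libraries of sorts 1 to 5 and 0.464, 0.591, 0.937, 1.06 and 1.37 in the Ppef2−/− libraries. The 23 genes that pass the thresholds of the study had a median of 10 reads per library. Intervals for shares of reads are exact Clopper-Pearson intervals at a level of 95% and cover counting error only.

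Differential expression was tested with limma 3.58.1 (lmFit, eBayes with a trend in mean expression) in R 4.3.3 on log2(deposited normalized count + 1), two-sided, with Benjamini-Hochberg adjustment over 10767 genes. Genes also had to have a larger genotype mean of at least 10, which removed 0 genes. The main comparison had no term for the sort, like the one-way model named in the paper's methods. The thresholds of the study were a ratio of the arithmetic genotype means over 2 or under 0.5 and an unadjusted p of at most 0.01. Single genes were also compared by exact permutation tests of the genotype means. Gene lists of at least 5 genes in the table were tested with limma's camera (correlation between genes 0.01), with fry and an estimated correlation beside it, and adjusted over 12 lists. The lists tested were apoptosis, cDC1 identity, DC maturation, Notch pathway, immediate early genes, B cell, pDC, cDC2, macrophage and monocyte, erythroid and platelet, neighbours of Ppef2 within 1 Mb, and genes that differ between C57BL/6 substrains. Lists of T cells, neutrophils and sex-linked genes had fewer than 5 genes in the table and were not tested as lists. Lists of pancreatic enzymes were added after the data had been seen.

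Genes named in the text were chosen by a rule that was fixed before the data were examined, as were the tests and the alternatives other than those said to be added. The rule takes the genes the study names for this experiment, the 5 largest rises and 5 largest falls with an adjusted p under 0.05 and no overlap between genotypes, up to 5 genes per list with an adjusted p under 0.05, and the genes that pass the thresholds of the study. Gp2, Bst2, Ccr9, Cbx6, Xndc1, the pancreatic enzymes and the neighbours of Ppef2 were named after their values were seen. The Y-linked genes are the members of the list of sex-linked genes in the table.

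The tests across many genes were checked on simulated data with 200 changed genes. Their changes were 1 to 3 in size on the log2 scale, and they were drawn from all levels of expression. Recovery of genes with few reads was not measured apart. With sort means removed and no block, 93.5% of the changed genes were recovered, along with 213 of the unchanged genes. In the blocked fit, 93.5% were recovered with 1 unchanged gene. For limma's voom on reads with the sort as a block, 98.0% were recovered with 8 unchanged genes.

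Alternatives were other pseudocounts, a filter on the mean, the sort as a block, other scalings, eBayes without a trend, models without moderation or without a log, other definitions of the fold change, an adjusted p in place of the unadjusted p, and each library left out. Added after the data had been seen were fits without each sort, blocked fits without a log, fits with the sort means put back and voom on the reads. Count tests could be applied to the recovered reads but were not run. Their use was limited to tables whose deposited columns are themselves counts or multiples of the value of 1 read, and voom was used on the reads. Positions of genes, exons and primers were taken from GENCODE M21 on GRCm38. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the other steps. Coverage along Ppef2 (Figure 2C) and the qPCR, western blot and flow cytometry data were not analysed here.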

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

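The tests in this part were chosen after the values had been seen. The lowest and highest library of each genotype were compared with the others of that genotype by Dixon's ratio for 35 named genes and 3 other measures, 76 groups in all. In 3 of the groups a library lay apart, and about 3.8 are given by chance. The groups of a gene without a floored value mirror each other and are no separate tests. Counted by gene or measure, a library lay apart in 2 of 38, with about 1.9 given by chance.

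Xlr4c had 7.80 normalized counts in the Ppef2−/− library of sort 3, apart from 1.00 to 2.35 in the other Ppef2−/− libraries. The removal of the sort means is a candidate explanation. Both libraries of sort 3 hold 0 reads of Xlr4c, so that the deposited value of 7.80 is the mean over the sorts and no expression in that library. A biological explanation would need reads in that library and is argued against by this count. What stays open is why sort 3 has no Xlr4c reads in either genotype, which was not tested.

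Thsd1 was lowest in the Ppef2+/+ library of sort 5, at 1.75 normalized counts compared to 6.01 to 6.68 in the others. In the Ppef2−/− library of the same sort it was highest, at 15.7 compared to 10.8 to 11.4. These deviations are mirror images and count as a single deviation. From the reads (8 in Ppef2+/+ and 16 in Ppef2−/−), Ppef2−/− was 2.75 times Ppef2+/+ in sort 5, within the range of 1.63 to 2.80 in the other sorts. This is consistent with a sort in which Thsd1 was higher in both genotypes, whose mean was then removed before deposit. A difference between the mice of that sort was not tested.

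Transcripts of 12 pancreatic enzymes, which the paper does not discuss, differed by 1073.87 summed normalized counts between the Ppef2−/− and the Ppef2+/+ library of sort 5, and by 368.91, −240.66, 3.55 and −0.13 in sorts 1 to 4. The change of sign in sort 2 argues against an effect of the genotype, and the smallest adjusted p of the 12 genes was 0.256 in limma without a block. Once the sort means were put back, 3 libraries held most of these transcripts: Ppef2+/+ of sort 2 with 245 summed normalized counts (180 reads), Ppef2−/− of sort 1 with 378.5 (815 reads) and Ppef2−/− of sort 5 with 1082 (790 reads). The other 7 libraries held between 3.01 and 9.58 summed normalized counts. A hypothesis is that pancreatic tissue or its RNA was carried over from the dissection of some spleens. In sort 5 all 12 genes were higher in Ppef2−/−, Amy2a5 with the largest difference (501), but these genes had been chosen for this pattern, and 0 of 21 other acinar genes are in the table. Carry-over during dissection and any other source of such RNA cannot be told apart with these genes.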

How the results depend on the processing

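The fits without a sort, the blocked fits without a log, and the fits on values with the sort means put back or on reads were chosen after seeing the data. Testing all genes in the table changed no gene or call because the filter on the larger mean removed 0 genes. The planned edgeR and DESeq2 tests on whole reads were not run, although reads were recovered for 9627 genes. Count tests were limited to tables whose deposited columns are themselves counts or multiples of the value of 1 read, and voom was run on the recovered reads in their place. Trim2 and the Bcl2l11 gene kept their direction and stayed above an adjusted p of 0.05 in all settings run (Trim2 log2 fold change −1.42 to −0.50 and Bcl2l11 0.14 in the planned settings other than leaving out libraries). Trim2 and Dll4 have no value in the fit on genes with a mean of at least 50, since their means are lower.

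The 103 genes with an adjusted p under 0.05 became 193 with eBayes without a trend, 252 without moderation and 280 without moderation and log, of which the cause was not tested. Across the 10 fits that each left out 1 library there were 1 to 23 (1 without either library of sort 2 or the Ppef2+/+ library of sort 3), and across the 5 fits without a sort there were 0 (without sort 2, where 1767 genes had an unadjusted p under 0.05) to 192 (without sort 5). The counts by the thresholds of the study were 13 lower and 10 higher. They fell to 1 lower and 0 higher in genes with a mean of at least 50 (1452 of 8490 genes had an unadjusted p under 0.05) and to 6 lower and 2 higher with an adjusted p under 0.05 in place of the unadjusted p. For the filter, the cause is the low expression of the passing genes, all of which apart from Ppef2 have a mean of at most 25.2 (Ccl2). The counts by these thresholds were 10 to 17 lower and 7 to 14 higher when each library was left out, and 11 to 19 lower and 9 to 14 higher without a sort. The other planned settings gave 9 to 16 lower and 5 to 11 higher.

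In the fit with the sort as a replicate block, 1 gene had an adjusted p under 0.05 (462 at an unadjusted p under 0.05), and 9 lower and 5 higher genes passed the thresholds of the study. Dll4 kept its log2 fold change of −1.34 with an adjusted p of 0.995. Bid, Ier3, Dusp2, Tcf4 and the other genes of the 103 apart from Ppef2 also lost their adjusted p under 0.05. The erythroid and platelet list passed camera with the block (adjusted p 0.024) and not without it (0.14), and the block changed no other call of the 12 lists by camera. Blocked without moderation and log, 0 genes had an adjusted p under 0.05 (523 at an unadjusted p under 0.05), 2 lower and 1 higher genes passed, and Ppef2 (−3.81, adjusted p 0.55) and Dll4 (−1.49, adjusted p 0.94) were not below 0.05. Blocked with floored values restored and no log, 1 gene passed the adjusted p, 4 lower and 4 higher genes passed the thresholds of the study, and Dll4 (−1.49) had an adjusted p of 0.995.

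On the 9627 genes with reads and the sort means put back, 1 gene had an adjusted p under 0.05, 4 lower and 3 higher genes passed, and Dll4 was −1.52. A replicate block for the sort on these values gave 2 genes with an adjusted p under 0.05, 9 lower and 6 higher genes, and Dll4 was again −1.52 (adjusted p 0.978). By voom there was 1 gene, 6 lower and 2 higher genes, and Dll4 was −1.57. By voom with the block there were 2 genes, 11 lower and 7 higher genes, and Dll4 was −1.42 (adjusted p 0.847). These 4 fits leave out the 1140 genes with a value of 1000 or more. Ppef2 was −6.30 to −6.07 in them, with an adjusted p of at most 0.0049.

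Without a pseudocount, Dll4 was −1.62 with an adjusted p of 0.061, and with quantile normalization −1.39 with 0.054. The cause was not tested. Over its other planned settings, leaving out libraries aside, the adjusted p of Dll4 was 0.019 to 0.995. Dll4 was −1.50 to −1.12 (adjusted p 0.077 to 0.11) when each library was left out and −1.57 to −1.05 without a sort. Ppef2 was −5.39 to −4.33 and −5.45 to −4.25. Its adjusted p was above 0.05 without the Ppef2+/+ library of sorts 1, 2 or 3 or the Ppef2−/− library of sort 2 (up to 0.071), and without sorts 1, 2 or 3 (up to 0.091).

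The median of the apoptosis list was −0.0067 to 0.022 when each library was left out (below 0 without either library of sort 2 at −0.0057 and −0.0067, and without the Ppef2+/+ library of sort 5 at −0.0021) and −0.0084 to 0.025 without a sort (below 0 without sort 2 at −0.0040 and without sort 5 at −0.0084). The cDC1 identity list was −0.012 to 0.010 (below 0 without either library of sort 4 at −0.012 and −0.0085) and −0.023 to 0.017 (below 0 without sort 4 at −0.023). None of these medians was past the threshold of camera. The DC maturation list passed camera in the planned settings that keep all libraries (adjusted p 0.00055 to 0.022). It stayed above 0 without a library or a sort, at 0.039 to 0.085 and 0.033 to 0.110, but its adjusted p by camera rose to 0.24 and 0.23 without the Ppef2+/+ or Ppef2−/− library of sort 5, to 0.054 without the Ppef2−/− library of sort 2, and to 0.15, 0.056 and 0.73 without sorts 2, 4 and 5.

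Low genes have few reads, and whether depth limits their results was not tested. The 23 genes that pass the thresholds of the study have a median of 119 reads over both genotypes and as few as 13 in a genotype.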

Differences from the paper's values

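No value of the paper differed from the value found here by more than the replicate error and 1.5 times. The deposited table holds 10767 genes, and the paper's number is 10766 in its results. The paper's methods give 10.722 transcripts after the filter on low expression, where the point is read here as a separator of digits. By the thresholds of the study, 13 genes were lower, as in the paper's 13, and 10 were higher, compared to the paper's 8. The paper's 21 genes are all among these 23, and Fgf11 and Slpi are not named in the paper. In a linear model without moderation on values without a log, which was set before the data were examined, 13 lower and 8 higher genes passed, all of them among the paper's 21. With the fold change taken from the means of log2(value + 1), 8 higher and 12 lower genes passed. Leaving out a Ppef2−/− library of sort 1 or 4, or the Ppef2+/+ library of sort 2, also gave 8 higher genes. The 13 lower genes of the paper were also reached in number with 75th-percentile scaling, with eBayes without a trend, and without the Ppef2−/− library of sort 4 or the Ppef2+/+ library of sort 5. Of the planned settings, the counts of lower and higher genes were more than 1.5 times away from the paper's at a mean of at least 50 (1 and 0) and with an adjusted p in place of the unadjusted p (6 and 2), and the count of higher genes with the sort as a block (5) and without the Ppef2+/+ library of sort 5 (14).

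The ratio of the means of Dll4 was 2.80-fold lower, and the paper's value is 2.8-fold. Trim2 was 2.29-fold lower, where the paper gives more than 2-fold. Without the Ppef2−/− library of sort 5, Trim2 was 1.91-fold lower. Fig. 5B shows Trim2 at about 11 in Ppef2+/+ and about 4.7 in Ppef2−/−, read by eye, compared to 10.8 and 4.72 here. It shows Dll4 at about 10 and about 3.6, compared to 10.3 and 3.66 here.

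The paper states that Ppef2−/− DCs had no Ppef2 reads above background. In the reads recovered from the deposited table, the 5 Ppef2−/− libraries had 7, 8, 1, 0 and 2 Ppef2 reads. A background level was not measured here, and the deposited counts per gene do not show the exons of these reads. The paper states from its qPCR and the distribution of reads along the gene (Figures 2B,C) that transcripts were lacking beyond exon 3.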

Other observations

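The tests on the filter, on Npcd and Nptxr, on Naaa and on the Ppef2 values were chosen after the result was seen.

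The 10 libraries were split into groups of 5 in 100 of 126 possible ways. Of these, 5 splits, the real one included, gave at least 103 genes with an adjusted p under 0.05. The splits other than the real one gave 0 to 457, with a median of 0. Among the 16 splits that part every sort, 6 gave as many, the real one included. Those other than the real one had a median of 56 and went up to 457. The number of genes in the comparison of the genotypes is thus not apart from that of other groupings of the same libraries. The 23 genes by the thresholds of the study were reached by 1 of 100 splits and by 1 of the 16 that part every sort, in both cases the real split (others 4 to 19 among the 16, where a share under 0.05 cannot be reached). The share of 100 is no measure of chance for the deposited values. In splits that keep both libraries of a sort together, the removal of the sort means lowers the counts. With the sort means put back, at least 1 gene with an adjusted p under 0.05 was found in 8 of 100 splits, and at least 7 genes by the thresholds of the study in 26 of 100. Splits that keep both libraries of a sort together then also count differences between sorts. Among the 16 splits that part every sort, 1 gave at least 1 gene, the real one. Of these 16, 2 gave at least 7 genes, the real one included (those other than the real one 1 to 8, median 3).

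The removal of the sort means is a candidate explanation for most of the 103 genes. A replicate block for the sort left 1 of the 103 genes, Ppef2. Of all genes, 6.82% had an unadjusted p of at most 0.01 without the block and 0.82% with it. In simulated unchanged genes with sort means removed, this share was 6.53% without the block. With the sort means put back and no block, 1 gene had an adjusted p under 0.05, and the share was 0.37%. Genes with 1 direction in 5 of 5 sorts were 6.18% of the table (314 lower, 351 higher), compared to 6.25% by chance. The values also do not overlap between the genotypes in these 6.18%, while chance gives 0.79% for 5 against 5 unlinked libraries.

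The highest deposited Ppef2 values of Ppef2−/− libraries come from the removal of the sort means. These values, 28.6 and 36.7, belong to libraries with 1 and 0 Ppef2 reads in sorts 3 and 4, which have the lowest Ppef2+/+ values (170 and 162), and the values calculated back for the floored Ppef2−/− libraries of sorts 1 and 5 are −44.0 and −12.7.

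Several technical explanations were tested for the 23 genes that pass the thresholds of the study. Of these, 13 have a mean over all libraries of at least 10, so the filter on the larger genotype mean is not the source of most of them, although 10 of the 125 genes with a mean under 10 are among the 23. With the reads weighted by voom, 13 of the 23 had an unadjusted p of at most 0.01 with the sort as a block and 8 without it, and 7 did with the sort means put back and no block. Few reads and a change of expression cannot be told apart by these counts, because the 23 genes were chosen for their p in the same libraries. Sex of the pooled mice is argued against by the 4 Y-linked genes of the table (Ddx3y, Eif2s3y, Kdm5d and Uty), with log2 fold changes of at most 0.15 in size and a smallest adjusted p of 0.361 from limma. Xist is not among the genes of the table, which excludes nothing. For other spleen cells, the test written first was whether any of their marker lists moved by camera, and the pDC list did. Its median log2 fold change was −0.29. Contamination by such cells and its absence cannot be told apart for the 23 genes, because markers that the sorted cells also express can hide a share that changes genes near the limit of the table. What stays open for the 23 genes other than Ppef2 is an effect of Ppef2, differences between the pooled mice and cells of another type. Few reads and the removal of the sort means also stay open. For Trim2 and Dll4, the paper reports significantly lower mRNA by qPCR in sorted CD8+ cDC1 (Figure 5C), a measure that rests on neither. Those qPCR data were not analysed here. With the sort means put back, at least 7 genes passed in 26 of 100 splits, but splits that keep a sort together also count differences between sorts. Of the 16 splits that part every sort, 2 reached this number, the real one included. A share under 0.05 cannot be reached among these 16. For Npcd and Nptxr, reads moved between these genes stay open. The overlaps of Npcd with Cbx6 and of Xntrpc with Xndc1 were not tested.

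The pDC list may point to fewer pDC-like transcripts in Ppef2−/− samples. Of 12 genes, 11 were lower (median −0.29, adjusted p 0.00021 from camera), in 4 of 5 sorts, and the abundant Tcf4 (383 normalized counts) had a log2 fold change of −0.31 with an adjusted p of 0.018 from limma and 0.71 with the sort as a block. The call did not hold under fry (adjusted p 0.083) or an estimated correlation (0.46), and Bst2 (279.5) and Ccr9 (241) moved by −0.05 and 0.03. All 12 genes are in the table of the sorted cDC1. Contamination and regulation within cDC1 were not separated.

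Of the other lists, the immediate early genes had a median of 0.08 (adjusted p 0.0021 from camera, 0.14 by fry, 0.61 with an estimated correlation), higher in 3 of 5 sorts. The erythroid and platelet list had 0.25 (0.14 from camera), the Notch pathway −0.02 (0.54), B cell 0.05, cDC2 0.00 and macrophage and monocyte −0.03 (0.71 each), and the genes that differ between C57BL/6 substrains −0.04 (0.63). No call by camera of these or of the lists at the claims held under fry or an estimated correlation. T cell (3 genes) and neutrophil (2 genes) lists were not tested. The list of 31 immediate early genes also holds the heat shock genes Hspa1a, Hspa1b and Hsp90aa1. Of the 31 genes, 14 are in the most abundant 1% of the table. The 20 most abundant genes include 4 of them, Hspa1b, Hspa1a, Fos and Fosb. All 31 together make up 3.74% of all normalized counts in both genotypes together. No explanation of this level was tested.

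Naaa, the gene next to Ppef2 on chromosome 5 (92257659 to 92278170), was lower in 5 of 5 sorts with a log2 fold change of −0.08 (adjusted p 0.11 from limma). A candidate explanation is an effect of the changed locus on its neighbours. In the blocked fit its adjusted p was 0.995, and the 15 genes within 1 Mb had a median log2 fold change of −0.04 (adjusted p 0.55 from camera). The next gene, Sdad1, was higher in 5 of 5 sorts (0.08, adjusted p 0.13), as was Cxcl9 within the 1 Mb (0.32, adjusted p 0.13, and 0.995 in the blocked fit). Ccni, also within the 1 Mb, was lower in 5 of 5 sorts (−0.05, adjusted p 0.30). Adjusted over the list of 15 genes alone, 3 passed in limma without the block and 1 with it. Cxcl9 had an unadjusted p of 0.0022 in the blocked fit from limma. An effect of this size and the lack of one cannot be told apart for Naaa by these tests, and the power to find such a small difference was not tested.

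Npcd fell from 17.0 to 7.42 and Nptxr rose from 5.31 to 17.0 normalized counts in Ppef2−/− libraries. Both are on the minus strand of chromosome 15, and 890 of the 1453 exonic bases of Npcd (61.3%) are also exonic in Nptxr. Another 563 of them (38.7%) are exonic in Cbx6. A hypothesis is that reads moved between Npcd and Nptxr. Their sum differed by 2.22 ± 7.92 (SD, n = 5 sorts), higher in 3 sorts and lower in 2, which shifted reads would give, as would changes of both genes that offset each other. These cannot be told apart without positions of the reads.

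Gp2, chosen after its values were seen, was the other gene besides Ppef2 with an adjusted p under 0.05 in the blocked fits on reads (log2 fold change −0.63, standard error 0.10, adjusted p 0.0076 from limma's voom). With the sort means put back it was 228 ± 83.0 in Ppef2+/+ and 147 ± 44.0 (SD, n = 5) in Ppef2−/− libraries, lower in 5 of 5 sorts (exact test within sorts, p = 0.0625). Its adjusted p was 0.041 on the deposited values without a block, 0.32 with the block and 0.999 by voom without it. The paper does not report it. An effect of the genotype and a chance result of 1 of 9627 genes are both open.

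The Bcl2l11 gene, which encodes Bim, had 310.5 ± 36.3 normalized counts in Ppef2+/+ and 342 ± 36.3 (SD, n = 5) in Ppef2−/− CD8+ cDC1, a log2 fold change of 0.14 (standard error 0.09, adjusted p 0.43 from limma), higher in 4 of 5 sorts. The log2 fold change of Bcl2l11 was 0.092 to 0.20 when each library was left out (adjusted p 0.23 to 0.65 from limma). Without a sort it was 0.050 to 0.26 (adjusted p 0.095 to 0.83 from limma). The Bim protein was measured by the paper in cultured BMDCs, another population. Map3k5, which encodes Ask1, had a log2 fold change of −0.05 (adjusted p 0.75).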
